# Cancer-Associated Fibroblasts and Squamous Epithelial Cells Constitute a Unique Microenvironment in a Mouse Model of Inflammation-Induced Colon Cancer

**DOI:** 10.3389/fonc.2022.878920

**Published:** 2022-05-04

**Authors:** Paige N. Vega, Avlant Nilsson, Manu P. Kumar, Hiroaki Niitsu, Alan J. Simmons, James Ro, Jiawei Wang, Zhengyi Chen, Brian A. Joughin, Wei Li, Eliot T. McKinley, Qi Liu, Joseph T. Roland, M. Kay Washington, Robert J. Coffey, Douglas A. Lauffenburger, Ken S. Lau

**Keywords:** cancer associated fibroblasts (CAF), colorectal cancer, tumor microenvironment, squamous cells, adaptive immunity, stem cells, inflammation

## Abstract

The tumor microenvironment plays a key role in the pathogenesis of colorectal tumors and contains various cell types including epithelial, immune, and mesenchymal cells. Characterization of the interactions between these cell types is necessary for revealing the complex nature of tumors. In this study, we used single-cell RNA-seq (scRNA-seq) to compare the tumor microenvironments between a mouse model of sporadic colorectal adenoma (Lrig1^CreERT2/+^;Apc^2lox14/+^) and a mouse model of inflammation-driven colorectal cancer induced by azoxymethane and dextran sodium sulfate (AOM/DSS). While both models develop tumors in the distal colon, we found that the two tumor types have distinct microenvironments. AOM/DSS tumors have an increased abundance of two populations of cancer-associated fibroblasts (CAFs) compared with APC tumors, and we revealed their divergent spatial association with tumor cells using multiplex immunofluorescence (MxIF) imaging. We also identified a unique squamous cell population in AOM/DSS tumors, whose origins were distinct from anal squamous epithelial cells. These cells were in higher proportions upon administration of a chemotherapy regimen of 5-Fluorouracil/Irinotecan. We used computational inference algorithms to predict cell-cell communication mediated by ligand-receptor interactions and downstream pathway activation, and identified potential mechanistic connections between CAFs and tumor cells, as well as CAFs and squamous epithelial cells. This study provides important preclinical insight into the microenvironment of two distinct models of colorectal tumors and reveals unique roles for CAFs and squamous epithelial cells in the AOM/DSS model of inflammation-driven cancer.

## Introduction

Polyp transition into colorectal cancer (CRC) can be modeled by an evolutionary selection of mutations favorable to tumor cell expansion (1–3). While the identities of these driver mutations have been revealed (4–7), there exists a myriad of factors that can influence mutational selection and tumor progression. According to Virchow's idea that cancers are wounds that do not heal, an aberrant wound healing process, where cells can maintain a regenerative or even embryonal state, drives tumor cell expansion. While aberrant cell states are eventually permanently fixed by mutations in oncogenic pathways, the initiation of these tumor-favorable states may be triggered by interaction with an abnormal tumor microenvironment (TME), the so-called sites of chronic irritation.

The role of the TME in CRC progression is well-supported by observations of increased microenvironmental complexity in CRC compared to less advanced lesions (8). More specifically, the increased abundance of cancer-associated fibroblasts (CAFs) in CRC is associated with more advanced disease, poor prognostic outcomes, and disease recurrence (9–12). Mouse models of CRC have also recapitulated this increased complexity associated with advanced lesions, which has been linked to growth factor, chemokine, and cytokine expression from CAFs (13–16). Indeed, a recent human tumor atlas study has identified “hubs” that consists of GREM1/RSPO3-expressing CAFs possibly co-occurring with stem-like cancer cells (17). However, there has been a lack of comparative studies describing changes in TME occurring right at the juncture between advanced adenoma and pre-invasive carcinoma. Here, we compare mouse models of advanced adenoma and early carcinoma to identify unique microenvironmental features that accompany this critical transition.

In the *Lrig1^CreERT2/+^;Apc^fl/+^* model, a single copy of *Apc* is recombined in *Lrig1*-expressing stem cells, and tumors, mirroring the sporadic tumorigenesis process, are initiated when the second copy of *Apc* undergoes a stochastic loss-of-heterozygosity event (18). Colonic adenomatous polyps are generated from cells with these genetic perturbations in the distal colon approximately 12 weeks after tamoxifen-induced recombination; these tumors are histologically advanced but do not progress to carcinoma (18). In contrast, distal colonic tumors induced by chemical mutagenesis *via* azoxymethane (AOM) and dextran sodium sulfate (DSS) results from β-catenin mutations in colonic crypt cells (19, 20). These inflammation-induced tumors also form approximately 12 weeks post-induction and may lead to invasive carcinomas when left to progress (21). Our goal was to utilize single-cell RNA-sequencing (scRNA-seq) coupled with multiplex immunofluorescence (MxIF) to characterize TME components and their interactions in these two mouse models of colorectal tumorigenesis that differ in their stage of progression. We found increased TME complexity in the AOM/DSS model of CRC compared to the adenoma model driven by APC loss, with increased diversity of CAFs and unique squamous epithelial cells that can be modulated by conventional chemotherapy.

## Results

### scRNA-seq Reveals the Complexity of the TME in AOM/DSS Colonic Tumorigenesis

We compared the cellular features between colonic tumors generated from the Lrig1^CreERT2/+^;Apc^2lox14/+^ (herein referred to as APC tumors) mice, which is a model of advanced sporadic colonic adenoma (18), to those generated by azoxymethane and dextran sodium sulfate (herein referred to as AOM/DSS tumors), which is a model of inflammation-driven CRC (19) (**Figure 1A**). We harvested tumors at 12 weeks post-induction, as documented previously to be a standard timepoint for these models and when tumor formation is routinely detected. Both sets of tumors were pedunculated and polypoid in nature, arose in the distal colon, and exhibited similar adenomatous features typical of these models (**Figure 1B**). To identify additional cellular and molecular differences between these colonic tumors, we performed inDrop scRNA-seq on multiple biological replicates (different mice) of AOM/DSS tumors, APC tumors and tumor adjacent colonic tissue, and wildtype (WT) normal colons (22). Approximately 13,000 cells across all conditions passed quality control and were co-embedded in UMAP space (**Figures 1C–E**). Density peak clustering of cell transcriptomes and subsequent automatic cell type annotation using the Mouse Cell Atlas reference revealed cell populations consistent with known biology (**Figure 1C**; **Figures S1**, **S2**) (23, 24). Normal colons from both WT and tumor-adjacent regions were virtually phenotypically identical, consisting of mostly epithelial cells with a small lymphocyte population, which we characterize below (**Figures 1C, D, F**). In contrast, tumors were composed of a much richer microenvironmental milieu (**Figures 1C, D, F**). Importantly, biological replicate data generated from different mice largely intermixed, demonstrating rigor and reproducibility (**Figure 1E**).

**Figure 1:**
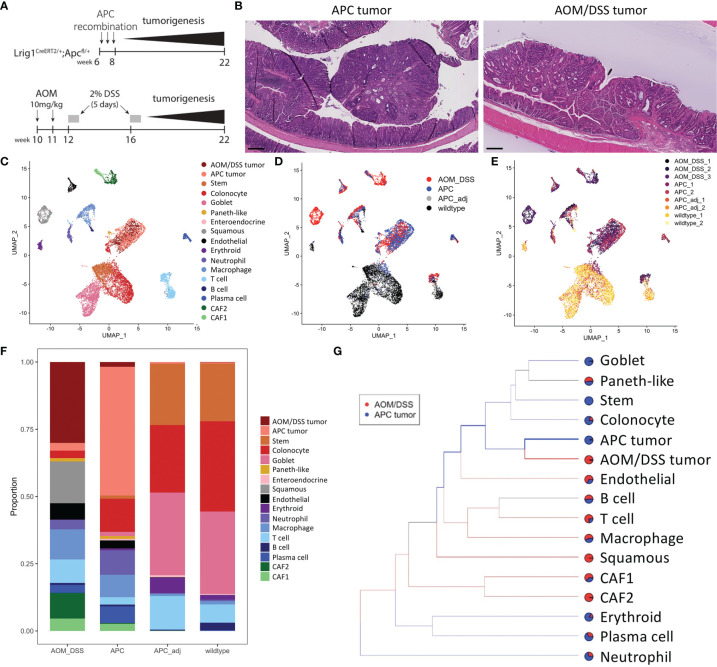
Cell type composition of wildtype, APC tumor, APC adjacent normal, and AOM/DSS tumor samples assessed by scRNA-seq. **(A)** Experimental timeline for induction of APC tumors (top) and AOM/DSS tumors (bottom). **(B)** Representative H&E images of APC tumors and AOM/DSS tumors. Scale bars = 300 µm. UMAP co-embedding of wildtype, APC tumor, APC adjacent normal, and AOM/DSS tumor scRNA-seq samples with **(C)** cell type clustering overlay, **(D)** sample type overlay, and **(E)** replicate overlay, by color. **(F)** Bar graph of cell type proportions, broken down by sample type in scRNA-seq data. **(G)** sc-Unifrac analysis of APC tumor sample cell types compared to AOM/DSS tumor sample cell types from scRNA-seq data. Colored branches indicate statistically enriched cell population structures per sample type, with black branches indicating non-significance. Pie charts indicate the proportional representation between the two sample types. Thickness of branches represent level of enrichment sc-Unifrac distance values range from 0 to 1, with 0 representing complete overlap between two datasets sc-Unifrac distance = 0.35.

Examining epithelial cell types, normal colonic cells (WT and tumor adjacent) were composed of canonical stem, absorptive, and secretory cell lineages (**Figures 1C, D, F**). Tumor cells were largely distinct from normal epithelial cells. AOM/DSS tumors were devoid of goblet cells, consistent with DSS-induced inflammation that drives goblet cell loss (**Figure 1F**) (25). In addition, both tumor types displayed the emergence of metaplastic Paneth-like cells absent from the normal colon, as documented previously (26).

Within the non-epithelial compartment, tumors were enriched in neutrophils, macrophages, T cells, B cells, plasma cells, endothelial cells, and fibroblasts, compared to normal colonic samples (**Figure 1F**). We did not compare erythrocytes since their presence depends on the isolation procedure. sc-UniFrac analysis identified cell populations that were statistically enriched in AOM/DSS tumors compared to APC tumors (23). As expected, each tumor type was enriched in their respective APC or AOM/DSS tumor cell type (**Figure 1G**). Normal epithelial cells were further depleted in AOM/DSS tumors, supporting their more advanced progression stage (**Figure 1G**). Within the immune cell compartment, T cells and macrophages were enriched in AOM/DSS tumors, while plasma cells and neutrophils were enriched in APC tumors. Two populations of cancer-associated fibroblasts (CAFs), CAF1 and CAF2, were enriched in AOM/DSS tumors compared to APC tumors, with CAF2s being mostly exclusive to AOM/DSS tumors (**Figure 1G**). In addition, an unexpected cell population expressing stratified epithelial markers, such as *Krt5* and *Krt14*, was present only in AOM/DSS tumors. Together, these data highlight the expansion of the stromal compartment in AOM/DSS tumors, consistent with their more advanced state compared to APC tumors.

### CAFs and T cells in AOM/DSS Tumors Specify a Distinct Pro-Tumor TME

In addition to cell type annotation, we also examined molecular differences within cell types. To examine T cell subtypes, we performed sub-clustering on the T cells, population and identified four distinct T cells clusters that are condition-specific (**Figures 2A–C**). Normal colonic samples were expectedly enriched for *Cd8*+ T cells, identified as intraepithelial lymphocytes by expression of *Itgae* and *Trdc*, as observed previously (26–28) (**Figures 2D, E**). These cells express *Gzma* and *Gzmb* that play key roles in cytotoxicity, *Cd38* marking activation, and the killing effectors *Klre1*, *Cd244* (when expressed at the appropriate level), *Nkg7, Klrd1, *and *Xcl1* (29–31). In contrast, both tumor types contained low percentages of cytotoxic cells, but contained substantial percentages of *Cd4*+ T cells (**Figures 2A–C**). These cells expressed a different set of activation markers (*Tcf7, Lef1, Il7r*), and were also enriched for regulatory genes such as *Foxp3* and *Il2ra* (CD25) (**Figures 2D, E**). Tumors also contained a small population of proliferative T cells, which signifies immune activity. Comparing between tumor subtypes, AOM/DSS tumors possessed a unique population of dysfunctional inflammatory T cells (**Figures 2A–C**). These cells expressed markers of T cell exhaustion or anergy including *Prdm1, Havcr2*, and *Cish* (32, 33) (**Figures 2D, E**). Of note, *Pdcd1*, the gene encoding the immune checkpoint protein PD-1 (34), was highly upregulated in AOM/DSS tumor T cells. In contrast, *Ctla4* expression, a marker of exhausted T cells but also Tregs, was similar in APC and AOM/DSS tumor T cells (35). More importantly, AOM/DSS T cells highly expressed *Id2* downstream of TGFβ signaling, which has been shown to lead to RORα-dependent tumor-promoting inflammation, evident in this population by high *Rora* and *Il17a* expression (36) (**Figures 2D, E**). *Cd4* is downregulated but *Trdc* is characteristically upregulated, implicating that these are not Th17 cells, but are γδT cells that produce IL17 in an innate fashion to promote inflammation (37, 38). Thus, aside from immunosuppressive T cells, the TME of AOM/DSS tumor is further augmented by dysfunctional T cells that potentially induce tumor-promoting inflammation.

**Figure 2:**
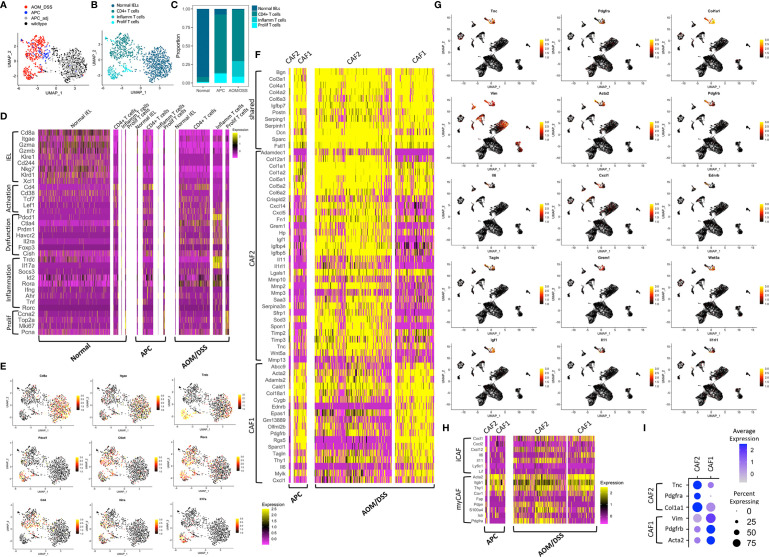
Transcriptomic differences among microenvironmental cell types in normal colonic, APC tumor, and AOM/DSS tumor samples. UMAP co-embedding of the T cell cluster from wildtype, APC tumor, APC adjacent normal, and AOM/DSS tumor scRNA-seq samples with **(A)** sample type overlay **(B)** and cell type clustering overlay, by color. **(C)** Bar graph of T cell type proportions, broken down by subcluster and sample type in scRNA-seq data. **(D)** Heatmap of select T cell subtype marker expression in scRNA-seq data within the T cell clusters, split by sample type. Columns represent single cells. **(E)** UMAPs of scRNA-seq data with gene expression overlay, indicated by the color gradient, for select T cell subtype markers. **(F)** Heatmap of DEGs in fibroblast subtypes (CAF1, CAF2) in scRNA-seq data, split by fibroblast subtype and by sample type. Columns represent single cells. **(G)** UMAPs of scRNA-seq data with gene expression overlay, indicated by the color gradient, for select fibroblast subtype markers. **(H)** Heatmap of expression of markers of iCAFs and myCAFs described in literature in CAF1 and CAF2 populations in scRNA-seq data, broken down by tumor sample. Columns represent single cells. **(I)** Dot plot showing selected markers for fibroblast subtypes, CAF1 and CAF2, where clusters include cells from both APC tumor and AOM/DSS tumor samples.

Within the B lymphocyte compartment, normal colonic samples were skewed toward B cells, with only a minor population of plasma cells, while both type of tumors exhibit the inverse relationship skewed towards plasma cells (**Figures 1C, D, F**). We did not notice any difference in marker genes expressed in B cells or plasma cells across normal colonic, APC tumor, and AOM/DSS samples (**Figure S3A**). Although there was an expanded myeloid compartment within both tumor types, we observed that markers of neutrophils and macrophages were largely consistent across normal colonic, APC tumor, and AOM/DSS tumor samples (**Figures 1C, D, F**; **Figure S3B**), with a few critical exceptions. Tumor associated macrophages were enriched in M2 genes, *Arg1, Il1rn*, and *Tgfb1* (**Figure S3B**). Moreover, AOM/DSS tumor associated macrophages uniquely express *Il10* and *Tnf*, implicating heightened tumor-promoting immunosuppression and inflammation. Taken together, both tumor types displayed an expansion in plasma cell, macrophage, and neutrophil compartments compared to normal colonic samples contributing to a pro-tumor TME.

There are relatively few fibroblasts in normal colonic mucosa compared to other cell types, and thus, they were not sampled in whole tissue dissociations from wildtype colonic samples. In contrast, we were able to detect one small population of CAFs, CAF1, in APC tumors, and two larger CAF populations, CAF1 and CAF2, in AOM/DSS tumors (**Figures 1C, D, F**). We used differential gene expression analysis to identify marker genes that were shared, as well as ones that distinguish the two fibroblast populations (**Figures 2F–I**). *Igfbp7*, an insulin-like growth factor binding protein and molecule involved in cell adhesion whose high expression is correlated with poor prognosis in CRC, was highly expressed in both CAF1 and CAF2 cells in APC and AOM/DSS samples (39). The CAF2 population had upregulated expression of tissue remodeling genes (*Mmp10, Mmp2, Mmp3, Mmp13, Timp2, Timp3)* and immune-related genes, including many cytokines and chemokines (*Il11, Il1rl1, Cxcl14*, and *Cxcl5*) (**Figures 2F, G**). We examined markers of recently described inflammatory CAFs (iCAFs), and found CAF2s express *Cxcl12* and *Il11* (**Figure 2H**) (40). Interestingly, iCAF markers *Il6* and *Cxcl1* were expressed at low levels in CAF1s from APC tumors, but were induced in CAF1s in AOM/DSS tumors. Similarly, we examined normal myofibroblast markers (*Acta2*, *Tagln, and Mylk*) as well as myCAF markers (*Acta2*, *Itgb1* (CD29), and *Thy1* (CD90)), and found high expression in CAF1s (**Figures 2G, H**) (31, 40). In addition to immune-related functions, we observed expression of *Grem1*, *Sfrp1*, and *Wnt5a* in the CAF2 population, all of which are reported CAF markers as well as secreted factors involved in BMP and WNT signaling, respectively (41, 42) (**Figures 2F, G**). We aimed to identify specific marker genes compatible with immunofluorescence imaging with readily available antibodies to distinguish these two fibroblast populations. *Vim* (Vimentin, VIM)*, Acta2* (smooth muscle actin alpha 2, SMA), and *Pdgfrb* (platelet-derived growth factor receptor beta, PDGFRβ) were upregulated in CAF1s, with lower expression in CAF2s, and negligible expression in all other cell types, except for *Vim* (**Figure 2I**). In contrast, CAF2s were marked by upregulation of *Tnc* (tenascin-C, TNC), *Pdgfra* (platelet-derived growth factor receptor beta, PDGFRβ), and *Col1a1* (collagen type 1 alpha 1 chain). Consistent with findings that PDGF (platelet-derived growth factor) receptors form homodimers or heterodimers when bound to various PDGF ligands, *Pdgfrb* was expressed in both CAF populations, with higher expression in CAF1s, while *Pdgfra* was exclusive to CAF2s (43). These results demonstrate that the fibroblast compartment increases in complexity in AOM/DSS tumors as compared to APC tumors, with accompanied increased expression of tissue remodeling, inflammatory, and secreted factor genes in a subset of CAFs.

Fibroblasts from the normal colon were not sampled from whole tissue dissociations due to their paucity. Consequently, we developed another dissociation strategy that enriches for stromal cells. scRNA-seq using this strategy revealed substantial de-enrichment of epithelial cells, and enrichment of immune, glial, and endothelial cells, as well as five distinct mesenchymal populations all expressing *Vim* (**Figures S3C, D**). 

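The stromal preparation of the normal colon was analysed here as 1 inDrop library of raw UMI counts. The authors aligned the reads with dropEst and removed barcodes with under 500 genes or over 15% mitochondrial counts. The library held 1108 barcodes and 5814641 UMIs. After the same limits were applied, 1095 cells with a median of 3000 UMIs and 1528 genes were kept. Counts were scaled to 10000 per cell and log-transformed, 20 principal components of 2000 variable genes were clustered with the Leiden algorithm at resolution 1, and clusters were named from lists of marker genes. With 1 library no test between animals was made. Intervals are exact 95% binomial or Poisson intervals over cells or counts. Markers named 328 columnar epithelial cells (30.0% of cells, interval 27.3 to 32.8) and 69 goblet-like cells (6.30%). Among immune, glial and endothelial cells, 70 macrophage-like, 43 B cell-like (28 at resolution 2, with 15 cells named T cell-like), 34 plasma-like, 48 endothelial-like, 21 lymphatic endothelial-like and 18 glial-like cells were named. A whole tissue library of the normal colon was not analysed here, so the change in the epithelial share was not measured. Named mesenchymal cells numbered 367 in 5 clusters (33.5%, interval 30.7 to 36.4): 164 fibroblast-like cells in 2 clusters, 102 telocyte-like, 74 myofibroblast-like and 27 pericyte-like cells. A cluster of 97 cells led by Fbln1, Svep1 and Clec3b did not meet the naming rule and was left unnamed, though 7 of its 10 leading genes (Clec3b, Fam198b, C4b, Serpina3n, Igfbp3, Igfbp4 and Ctgf) were also among the 10 leading genes of a fibroblast-like cluster. The alternative that moved the mesenchymal share most was clustering resolution 0.5, at which 464 cells (42.4%) were named mesenchymal. Vim stood at 2742, 1761, 1651 and 3188 CPM in fibroblast-like, telocyte-like, myofibroblast-like and pericyte-like cells, at 2309 in the unnamed cluster and at 53.6 in columnar epithelial cells.

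**Figure D1:**
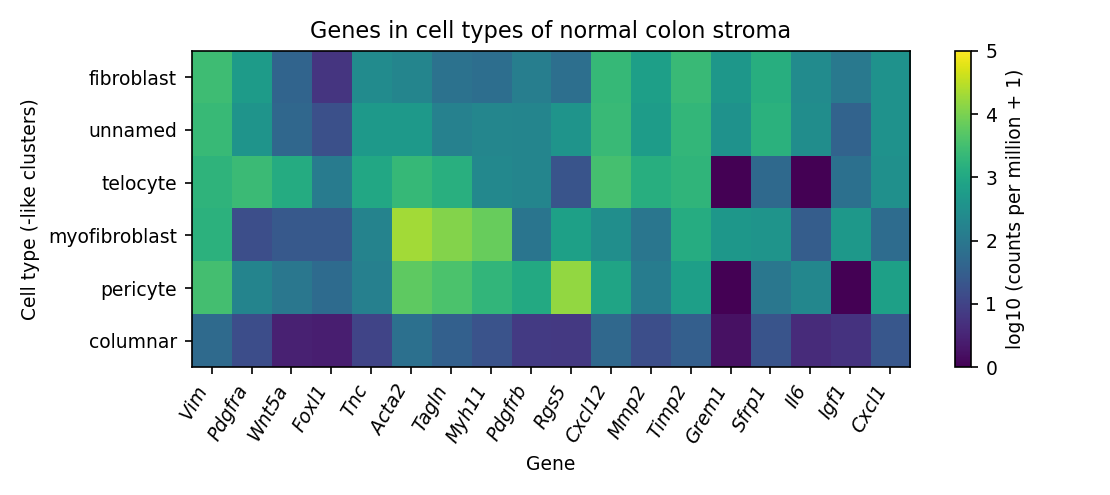
CPM of genes (columns) in mesenchymal groups and in columnar epithelial cells (rows) of the 1 library of normal colon stroma, on a log10 colour scale. Rgs5 stood at 15485 in pericyte-like cells, Acta2 at 20715.5 in myofibroblast-like cells and Wnt5a at 1208 in telocyte-like cells.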

Pericytes were identified as a distinct cell population that expresses a set of four previously defined marker genes (*Abcc9, Kcnj8, Rgs5, Cspg4*) as well as *Pdgfrb* (31, 44, 45). These cells are distinct from fibroblasts in that they express much lower levels of CAF1 and CAF2 markers *Acta2*, *Tnc*, and *Pdgfra* (45). 

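In the 27 pericyte-like cells of the stroma library, Rgs5 had 1117 counts (15485 CPM), Abcc9 873 CPM, Kcnj8 679, Cspg4 416 and Pdgfrb 1109. In the 164 fibroblast-like cells the CPM were 64.6 for Rgs5, 24.2 for Abcc9, 8.08 for Kcnj8, 27.5 for Cspg4 and 136 for Pdgfrb. Abcc9, Kcnj8, Rgs5 and Cspg4 were among the markers that named the cluster, so their levels there are not independent of its name. A UMI of Pdgfrb was in 81.5% of pericyte-like cells (median 2399 UMIs) and in 5.18% of columnar epithelial cells (median 6025.5 UMIs), which stand for the free RNA of the library.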

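Pdgfra stood at 180.2 CPM in pericyte-like cells (13 counts), against 557 in fibroblast-like, 2519 in telocyte-like and 14.6 in myofibroblast-like cells. Tnc stood at 152 in pericyte-like cells (11 counts, interval 76.1 to 273), against 254 in fibroblast-like, 1011 in telocyte-like and 170.0 in myofibroblast-like cells. Acta2 stood at 5878 in pericyte-like cells (424 counts), against 189 in fibroblast-like, 2246 in telocyte-like and 20715.5 in myofibroblast-like cells. A UMI of Acta2 was in 48.1% of pericyte-like cells (median 2399 UMIs) and in 27.4% of columnar epithelial cells (median 6025.5 UMIs), where Acta2 stood at 69.0 CPM. With the 6% of cells with the highest Scrublet scores removed, an alternative chosen after seeing the data, 20 pericyte-like cells were left and their Acta2 stood at 2920.4. Acta2 and Pdgfra were among the markers that named myofibroblast-like and telocyte-like clusters.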

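The 102 telocyte-like cells of the normal colon stroma library had Pdgfra at 2519 CPM, Wnt5a at 1208, Foxl1 at 121 (32 counts) and Tnc at 1011. A UMI of Pdgfra was in 94.1% of these cells (median 2107 UMIs), of Wnt5a in 74.5%, of Foxl1 in 21.6% and of Tnc in 66.7%. In columnar epithelial cells (median 6025.5 UMIs) the shares were 7.32%, 1.83%, 1.52% and 5.18%. In fibroblast-like cells Wnt5a stood at 40.4 CPM and Foxl1 at 4.85 (3 counts). Foxl1 and Pdgfra were among the markers that named the cluster. Wnt5a and Tnc were not.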

As described by others, we identified telocytes by expression of *Foxl1*, *Pdgfra*, and *Wnt5a*, and found that they also express *Tnc* (**Figure S3D**) (46). Similarly, we identified myofibroblasts by high *Acta2* expression, along with expression of previously defined marker genes (*Tagln, Actg2, Myh11, Mylk*) (31). These results demonstrate that the normal colon also possesses fibroblastic counterparts to CAF1 (myofibroblasts) and CAF2 (telocytes), although they exist in much lower numbers.

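The 74 myofibroblast-like cells had Acta2 at 20715.5, Tagln at 11817, Actg2 at 3400.0, Myh11 at 7038 and Mylk at 6193 CPM. Telocyte-like cells had Acta2 at 2246, Tagln at 1451, Actg2 at 0, Myh11 at 212 and Mylk at 1231 (0 counts of Actg2, at most 14.0), and pericyte-like cells Acta2 at 5878, Tagln at 3812, Actg2 at 69.3, Myh11 at 1996 and Mylk at 1359. A UMI of Actg2 was in 91.9% of myofibroblast-like cells (median 2391 UMIs) and in 6.10% of columnar epithelial cells (median 6025.5 UMIs). All 5 genes were among the markers that named the cluster.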

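Myofibroblast-like cells were 6.76% (exact 95% interval 5.34 to 8.41) and telocyte-like cells 9.32% (7.66 to 11.2) of the 1095 cells of the stroma-enriched library. The untreated tumor libraries with CAF1 and CAF2 were not analysed here, so numbers in tumors and normal colon were not compared.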

We hypothesized that CAFs may be activated in the context of an altered tumor microenvironment. Thus, we queried expression of signaling regulator genes comparing CAFs to their normal counterparts. 

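In the normal colon stroma library, telocyte-like cells had Cxcl12 at 3295 CPM, Mmp2 at 1352 and Timp2 at 1841. Fibroblast-like cells had Cxcl12 at 2192, Mmp2 at 662 and Timp2 at 2397, and columnar epithelial cells Cxcl12 at 47.2, Mmp2 at 15.1 and Timp2 at 31.8. Counts summed over fibroblast-like and telocyte-like cells were 11 and 5 for Mmp3, 0 and 5 for Mmp10, 0 and 1 for Mmp13, 5 and 0 for Il11, and 6 and 1 for Cxcl5. A count of 0 allows up to 14.0 CPM in telocyte-like and 5.96 in fibroblast-like cells. Il1rl1 had 18 counts in telocyte-like cells (68.2 CPM, interval 40.4 to 108) and 1 in fibroblast-like cells, against 0.321 CPM in columnar epithelial cells. Timp3 stood at 43.6 CPM in fibroblast-like and 22.7 in telocyte-like cells, and at 24.1 in columnar epithelial cells, the level free RNA gives. Cxcl1 stood at 360.2 in fibroblast-like, 318 in telocyte-like, 58.3 in myofibroblast-like and 679 in pericyte-like cells, and at 21.8 in columnar epithelial cells. Over the alternatives the value in myofibroblast-like cells went down to 9.98, below the columnar level, and those of the other mesenchymal types stayed above that level. A UMI of Cxcl1 was in 24.4% of fibroblast-like cells (median 3440.5 UMIs) and in 9.45% of columnar epithelial cells (median 6025.5 UMIs).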

While several CAF2 genes were maintained in telocytes (*Cxcl12, Mmp2, Timp2*) (**Figure S3D**), many were simply not expressed in any normal colonic fibroblasts (*Mmp3, Mmp10, Mmp13, Timp3, Il1rl1, Il11, Cxcl1, Cxcl5*) (data not shown). Furthermore, while *Grem1, Sfrp*, and *Wnt5a* were co-expressed in CAF2s, only *Wnt5a* was expressed in telocytes while the other two genes were expressed in the Fibro1 population in the normal colon. 

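Grem1 had 0 counts in telocyte-like cells (at most 14.0 CPM) and stood at 443 CPM in fibroblast-like, 345 in unnamed and 452 in myofibroblast-like cells. In the latter, 93 counts sat in 5 of 74 cells. Sfrp1 stood at 49.2 in telocyte-like, 1383 in fibroblast-like, 1588 in unnamed and 384 in myofibroblast-like cells, and at 18.6 in columnar epithelial cells. Sfrp2 and Sfrp4, looked at after the data were seen, had 0 and 0 counts in telocyte-like (at most 14.0 CPM) and 8 and 8 in fibroblast-like cells. Wnt5a stood at 1208 in telocyte-like and 40.4 in fibroblast-like cells.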

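In the normal colon stroma library, Il6 had 6 counts in 1 of 74 myofibroblast-like cells (29.1 CPM), 0 counts in telocyte-like cells (at most 14.0 CPM), 161 counts in fibroblast-like cells (260.0 CPM, interval 221 to 303), 15 counts in 3 of 27 pericyte-like cells (208 CPM, interval 116 to 343, and 36.7 with the 6% of cells with the highest Scrublet scores removed, chosen after seeing the data) and 36 in unnamed cells (276 CPM). A UMI of Il6 was in 20.1% of fibroblast-like cells (median 3440.5 UMIs) and in 2.13% of columnar epithelial cells (median 6025.5 UMIs).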

*Il6* was upregulated in AOM/DSS CAF1s but it was not expressed in myofibroblasts, but instead, was expressed in Fibro1 cells. 

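Igf1 stood at 471 CPM in myofibroblast-like cells (97 counts, exact 95% interval 382 to 575) and at 68.2 in telocyte-like cells (18 counts, 40.4 to 108) of the normal colon stroma library. A UMI of Igf1 was in 55.4% of myofibroblast-like (median 2391 UMIs), 11.8% of telocyte-like (median 2107 UMIs) and 3.05% of columnar epithelial cells (median 6025.5 UMIs).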

CAF2 marker *Igf1* was more highly expressed in myofibroblasts than telocytes in the normal colon, inverse to the relationship of CAF1 to CAF2. Thus, we demonstrate that while counterparts of CAFs exist in the normal colon, their expression of signaling regulators is altered in tumors.

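Over the genes and mesenchymal types of this library, 252 values were computed under 3 alternatives (clustering resolution 2, doublets called by Scrublet removed, and the 6% of cells with the highest Scrublet scores removed, the last chosen after seeing the data), of which 240 lay within the counting interval of the value as reported. The paper concludes that the normal colon holds counterparts of CAFs whose expression of signaling regulators is altered in tumors. It draws on CAF markers in myofibroblasts and telocytes and on signaling genes found in other populations than in tumors. It also draws on many CAF2 genes for which it saw no expression in normal fibroblasts, and whose counts here are given above. The tumor side of this comparison was not analysed here.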

To determine whether CAF populations observed in mice translate to human, we examined CAF1 and CAF2 gene expression within fibroblast populations from human CRC scRNA-seq datasets. Multiple populations of CAFs were identified in a set of microsatellite stable (MSS) CRC samples (**Figure S3E**) and an another set of samples consisting of broader CRC subtypes (**Figure S3F**), with two datasets showing similar results (17, 31). Distinct populations of CAF1 (*ACTA2, TAGLN, MYLK*) and CAF2 (*PDGFRA*) analogs were identified, similar to our mouse models of tumorigenesis. Normal human colonic tissues and pre-cancerous colonic lesions contain a paucity of fibroblasts consistent with our observations in the mouse (data not shown) (26). Also consistent with our mouse models, CAF2 analogs expressed a rich set of signaling regulators including *CXCL12, GREM1, IGF1, IL11*, and *WNT5A*, with a subset of cells co-expressing *WNT5A* and *GREM1* and another subset co-expressing *CXCL12* and *IGF1.* These results validate the existence of CAF subpopulations in human CRCs correspond to those found in mouse colonic tumors.

### The CAF2 Population Spatially Associates With Tumor Cells

We validated the presence and abundance of the CAF1 and CAF2 populations using MxIF imaging (47). As both APC and AOM/DSS tumors were induced by WNT signaling, increased cytoplasmic and nuclear staining for β-catenin was observed in tissue regions with characteristic tumor histologies (18, 48) (**Figure 3A**). Within tumor regions, we used markers informed by scRNA-seq analysis to identify CAF1 (SMA and VIM) or CAF2 (TNC and PDGFRα) populations (**Figure 2I**). By visual inspection, APC tumors were densely populated by epithelial cells, while AOM/DSS tumors had expanded inter-glandular stromal spaces occupied by non-epithelial cells (**Figure 3A**; **Figures S4**, **S5**). Consequently, AOM/DSS tumors had significantly higher levels of both fibroblast types compared to APC tumors, as quantified by normalized counts of pixels positive for markers of each CAF type (**Figures 3A–C**; **Figures S6**–**S8**). Although the CAF2s were undetected as a population in APC tumors by scRNA-seq, expression of CAF2 markers, *Tnc* and *Pdgfra,* was detected at lower levels in the CAF1 population, which is consistent with low protein expression of TNC and PDGFRα by immunostaining (**Figures 2I**, **3A–C**). As opposed to scRNA-seq where the spatial context is lost, MxIF revealed that myofibroblastic CAF1s reside in the center of the inter-glandular stromal regions, while PDGFRα+ CAF2s associate closely with the epithelial layers, lining the glands (**Figure 3D**). This result differs from the myCAF definition in pancreatic cancer, where it is the myofibroblastic CAFs that associate more closely with epithelial glands (49). These results validate our transcriptomic data and support the differential abundance of CAF1 in APC versus AOM/DSS tumors, while the CAF2 population is dramatically increased in AOM/DSS tumors and has a distinct spatial distribution.

**Figure 3:**
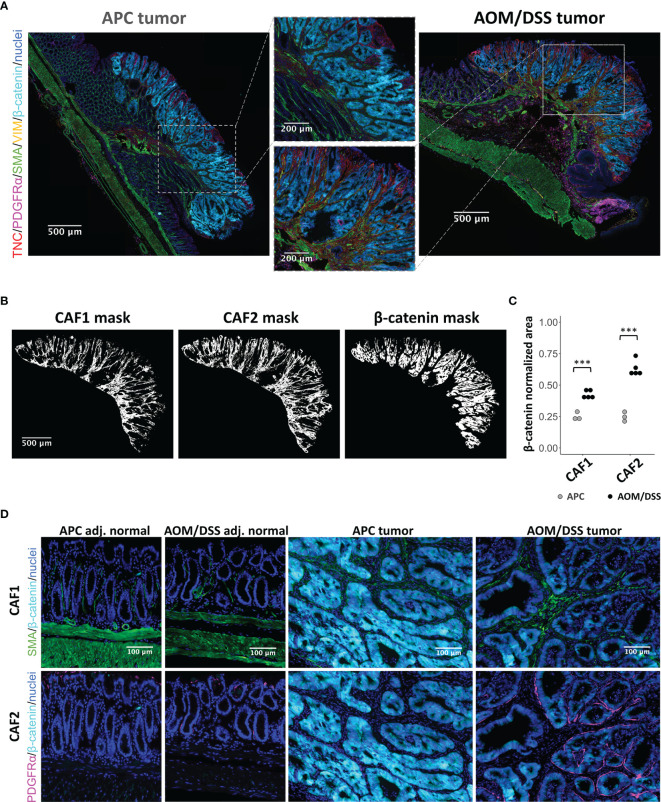
MxIF of cancer-associated fibroblasts to reveal their spatial distributions in APC and AOM/DSS tumors. **(A)** Representative stitched MxIF images of APC tumors and AOM/DSS tumors immunostained for CAF1 (SMA, VIM) and CAF2 (TNC, PDGFRα) subtypes. Tumor regions are visualized using immunostaining for β-catenin. **(B)** Representative binary images (here, AOM/DSS tumor sample) and **(C)** quantification of CAF1 and CAF2 marker expression within tumor regions of APC and AOM/DSS samples. n = 5 AOM/DSS tumors, n = 3 APC tumors *** indicates p < 0.001. **(D)** Visualization of CAF1 (SMA) and CAF2 (PDGFRα) subtype proximity to β-catenin+ tumor cells in APC and AOM/DSS samples, including tumor regions and adjacent normal regions.

### AOM/DSS Tumors Consist of a Unique Squamous Epithelial Component

To decipher how differences in the TME can affect tumor cells, we examined gene programs that describe signaling pathways activated in epithelial cell populations. As expected, WNT signaling genes are upregulated in tumor cells from both AOM/DSS and APC tumors when compared to normal colonic stem and normal differentiated colonic epithelial cells (**Figure 4A**). Consistent with increased stemness in tumors, the stem cell marker *Lgr5* was upregulated compared to normal cells, while colonic identity and differentiation genes such as *Cdx2* and *Krt20*, were downregulated in both tumor types (50–58)(**Figures 4A, B**). The AOM/DSS-specific squamous epithelial cell population was devoid of WNT signaling and colonic epithelial cell type markers (**Figures 4A**; **Figure S2**). While metaplasia and damage gene lists used by Chen et al., 2021 did not show enrichment in the squamous cell population, fetal and embryonic genes were uniquely upregulated in squamous cells compared to all other epithelial cell populations, including tumor cells (**Figures 4C, D**) (26). Notably, several genes related to matrix composition and immune cell recruitment were upregulated in squamous cells (*Anxa1*, *Ecm1*, *Il1rn*, *Itgb4*), as well as genes that are reported to be tumor suppressors (*Serpin5b*, *Phlda3*) (59, 60). In contrast, *Hes1*, a Notch target gene normally associated with stemness and absorptive cell differentiation, and *Phlda2*, a growth restriction gene in development and a tumor suppressor, were upregulated in APC and AOM/DSS tumor cells, but not in squamous cells (61–65). These observations are consistent with the association of tumor cells with colonic stem cell identity. Interestingly, *Tacstd2*, the gene encoding the TROP2 protein that is associated with transition to dysplasia but also expressed in some normal tissues, was highly upregulated in the squamous cell population as well as in AOM/DSS tumor cells (66, 67).

**Figure 4:**
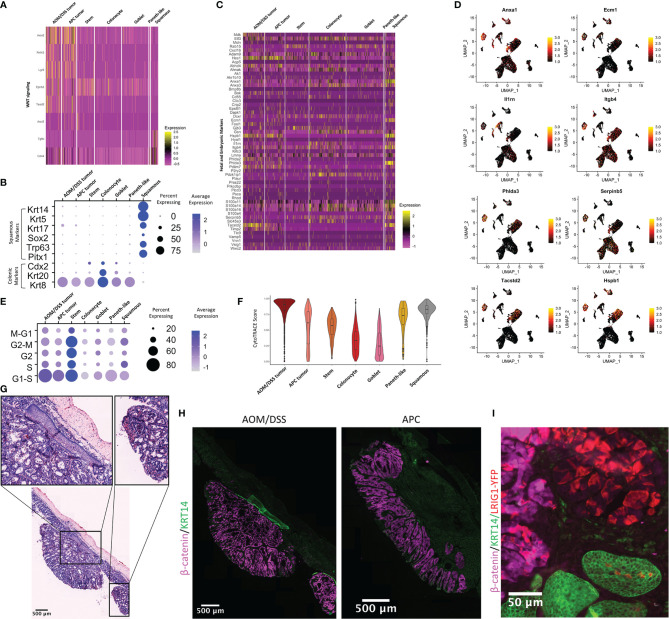
Characterization of the squamous component present in AOM/DSS, but not APC, tumors. **(A)** Heatmap of genes related to WNT signaling and colonic stem cells. Columns represent single cells, arranged by epithelial cell type clusters. **(B)** Dot plot showing colonic or squamous identity genes for epithelial cell clusters, where clusters include cells from both APC tumor and AOM/DSS tumor samples. **(C)** Heatmap of fetal and embryonic programs. Columns represent single cells, arranged by epithelial cell type clusters. **(D)** UMAPs of scRNA-seq data with expression overlay, indicated by the color gradient, of selected fetal and embryonic genes. **(E)** Dot plot showing cell cycle meta-genes for each cell cycle phase in epithelial cell clusters. **(F)** CytoTRACE scores for epithelial cell types calculated from scRNA-seq data. **(G)** Representative H&E image of multiple AOM/DSS tumors within the same animals, with a focus on squamous components (insets). **(H)** Representative MxIF image of KRT14 in APC tumors and AOM/DSS tumors. Images were representative of n = 5 AOM/DSS tumors and n = 3 APC tumors. **(I)** Observation of *Lrig1^CreERTe/+^;Rosa^YFP/+^* traced cells within a single squamous cell region of an AOM/DSS tumor.

We aimed to elucidate the origin of the squamous cell population that was unique to AOM/DSS tumors. As this tumor type typically manifests in the distal colon, one possible source of this population could be re-epithelialization of damaged regions of columnar colonic epithelia by anal epithelium, as speculated by other groups (68). However, another potential origin could be the transdifferentiation of columnar to squamous epithelial cell identity (69). We first observed that keratin expression (*Krt5*+, *Krt14*+, *Krt17*+, *Krt20-*, *Krt8*-) in scRNA-seq data was consistent with a basal squamous cell identity (**Figure 4B**). *Trp63*, a master regulator of a stratified epithelial identity whose aberrant expression results in embryonic subversion, squamous cell metaplasia, and squamous cell carcinoma, was expressed exclusively in the squamous population, along with other transcription factors regulating squamous cell identity (*Sox2* and *Pitx1)* (70–73). We examined cell cycle genes, and as expected, normal stem cells are actively cycling, as are APC tumor and AOM/DSS tumor cells to a lesser extent. (**Figure 4E**). Squamous cells cycle to the same extent as tumor cells, indicative of their abnormal state. We used CytoTRACE to predict epithelial cell stemness and found that AOM/DSS tumor cells have the highest average CytoTRACE score, followed by APC tumor and then normal stem cells, consistent with higher stemness in tumor cells versus normal stem cells (**Figure 4F**) (74). Paneth-like cells also have a high score, consistent with these cells being an abnormal metaplastic cell type in tumors. Additionally, the squamous cell population’s average CytoTRACE score was similar to AOM/DSS tumor cells and above that of normal colonic epithelial stem cells, indicative of that these cells also have aberrant stemness similar to tumors. We then sought to determine whether we could locate the squamous cells spatially in tissue sections of AOM/DSS tumors, and we found examples of stratified squamous cell tissue that underlie pedunculated tumors in AOM/DSS, but not APC tumors (**Figure 4G**). Importantly, we found more than one instance where squamous components were found in multiple tumors, both distal and more proximal in the colon, within a single mouse, discounting the possibility that the squamous cells were from the anal epithelium adjacent to the tumor. Squamous components were positive for KRT14 staining, consistent with scRNA-seq results (**Figure 4H**).We then used lineage tracing from *Lrig1^CreERT2/+^;Rosa^YFP/+^* mice, as *Lrig1* is a colonic stem cell marker, to investigate whether the squamous population might arise from transdifferentiation of columnar epithelium (75). We first confirmed that *Lrig1* is not expressed in the AOM/DSS-specific squamous cell cluster, but only in the tumor cell cluster, in our scRNA-seq data (**Figure S9A**). Next, fluorescence imaging of *Lrig1^Apple/+^* and *Lrig1^CreERT2/+^;Rosa^YFP/+^* lineage traced mice revealed that LRIG1 is not expressed in normal anal squamous epithelia (**Figures S9B, C**). However, the same lineage tracing from AOM/DSS tumors resulted in YFP-positive cells in the squamous component in one instance (**Figure 4I**), suggesting a potential for rare cases of transdifferentiation. However, we cannot discount the possibility of leaky Cre recombinase activity, aberrant expression of *Lrig1* in anal epithelium in the context of AOM/DSS tumorigenesis, or other unknown factors. Moreover, squamous components were not observed in all AOM/DSS tumors, and in particular, those generated on a pure C57BL/6J background. Although we were unable to determine the origin of all squamous cells associated with tumors, we were able to validate the existence of a squamous population unique to AOM/DSS, but not APC, tumors, and whose transcriptomic signature indicates these cells have high stem potential, are actively cycling, and express several fetal and embryonic genes.

### Chemotherapeutic Treatment Results in Expansion of Squamous Cells and Depletion of Stem Features in Tumors

We sought to determine how a chemotherapeutic regimen of Fluorouracil (5-FU) and Irinotecan affects the AOM/DSS TME. 

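The treated AOM/DSS tumors were analysed here as 4 inDrop libraries of raw UMI counts: day 1 replicate 1 and day 1 replicate 2 (early treatment), and day 3 and day 6 (late treatment). The authors aligned the reads with dropEst, removed barcodes with under 500 genes or over 15% mitochondrial counts, and clustered with Seurat without batch correction. In this order the libraries held 752, 2450, 1419 and 2830 barcodes and 5132360, 16904947, 6659486 and 16079367 UMIs. 748, 2403, 1419 and 2826 cells were kept after the same limits, with medians of 2936.5, 3601, 3136 and 2903 UMIs and 1579, 1954, 1718 and 1563.5 genes per cell. Day 1 replicate 1 and day 3 were single index libraries sequenced on the BGI MGI-Seq, day 1 replicate 2 and day 6 dual index libraries sequenced on the NovaSeq6000, so library structure and sequencer cannot be told apart, but each structure holds 1 early and 1 late library, and changes within each structure are given. The kept cells were clustered together (2000 variable genes, 20 principal components, Leiden resolution 1) and the clusters named from marker genes. Because cells of 1 library are not replicates, counts were summed per library over tumor, squamous-like and CAF-like cells and compared by edgeR quasi-likelihood tests with TMM scaling. Tumor cells were the columnar, goblet-like and Paneth-like clusters. Shares and scores were compared by exact permutation over libraries, whose smallest p for 2 against 2 libraries is 0.333, so these cannot reach 0.05. On simulated data with 200 genes changed by 2 on the log2 scale and a dispersion of 0.05, edgeR called 191 of 200 changed genes tested in tumor cells, 174 of 195 in squamous-like cells and 179 of 198 in CAF-like cells, and 6, 8 and 8 unchanged genes. The dispersion of the real sums was not compared with 0.05. The simulated counts therefore do not give the power of the tests below. Free RNA differed between libraries: columnar markers in non-epithelial cells stood at a median of 39.3, 38.1, 66.5 and 26.9% of their level in columnar cells, and Krt5 and Krt14 at a mean of 2.20, 2.36, 18.6 and 10.8% of their level in squamous-like cells. The Results describe treatment for 1, 3 and 6 days and the Methods days after treatment, so the days are used as names without a set origin.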

We treated AOM/DSS-induced tumor mice with a 5-FU and Irinotecan regimen for 1, 3, and 6 days and performed scRNA-seq on resulting tumors. To assess changes over the treatment timeline, we consider day 1 replicates as an “early treatment” timepoint, and days 3 and 6 as replicates for a “late treatment” timepoint. While chemotherapy is expected to induce cell death and tumor regression, our 5-FU/Irinotecan regimen coupled to the harvest time points did not result in reduction in tumor size, nor was there a reduction in cell numbers, which provides an opportunity to observe chemotherapy-induced changes within tumor cells. 

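Without batch correction, the share of a cell's 20 nearest neighbours from other libraries, divided by the share that the composition of its type would give, was 0.113 for 3788 columnar or tumor cells and 0.152 for 1252 squamous-like cells, where 1 stands for full mixing. Over stromal and immune types the median ratio was 0.436, from 0.263 in neutrophil-like to 0.573 in macrophage-like cells. CAF-like cells stood at 0.457 and T cell-like cells at 0.364. Among other epithelial types, Paneth-like cells stood at 0.403, goblet-like at 0.363 and enteroendocrine-like at 0.723, within or above the range of these types. With 50 neighbours the ratios were 0.148, 0.204 and 0.572, and with 10 principal components 0.203, 0.209 and 0.359. In the latter, T cell-like cells stood at 0.198, below the squamous-like cells. The ratio counts all libraries, so separation by day and by library structure are not parted in it.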

The tumor cells and squamous cells from days 1, 3, and 6 timepoints occupied different UMAP spaces, while stromal and immune cells from different timepoints largely overlapped (**Figures 5A, B**). Compared to the early treatment timepoint, we observed an expansion of squamous cells at late treatment timepoints (6 and 11% of total epithelial cells in early treatment, 21% and 27% of total epithelial cells in late treatment) (**Figure 5C**). However, differences in experimentalists and instrumentation prevent us from making comparisons of squamous cell percentages in the 5-FU/Irinotecan dataset to the untreated AOM/DSS dataset (**Figure 1F**). 

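Squamous-like cells numbered 51, 186, 281 and 734 of 576, 1610, 1272 and 2191 epithelial cells in day 1 replicate 1, day 1 replicate 2, day 3 and day 6. Their shares were 8.85, 11.6, 22.1 and 33.5%, with exact 95% intervals of 6.66 to 11.5, 10.0 to 13.2, 19.8 to 24.5, 31.5 to 35.5. The mean was 10.2% in early and 27.8% in late treatment, a difference of 17.6 percentage points (exact p 0.333, the smallest that 2 against 2 libraries can give). Within single index libraries the share rose by 13.2 points and within dual index libraries by 21.9. The alternative that moved the difference most was leaving the naming markers out of the variable genes, with 11.5 points. Calling squamous cells cell by cell gave 22.7.

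**Figure D2:**
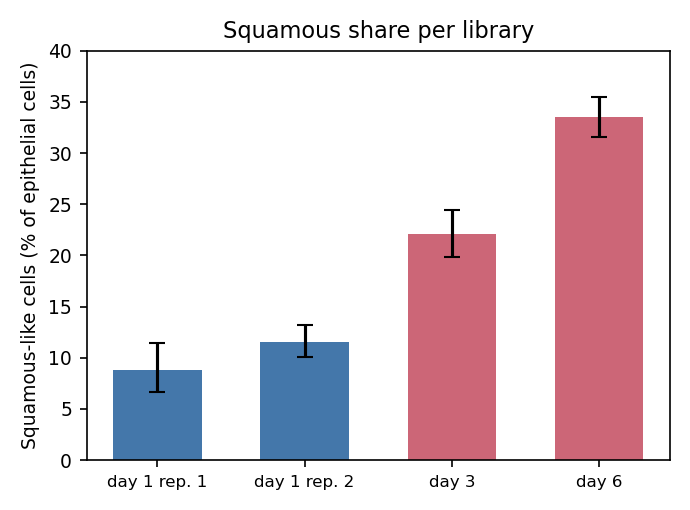
Share of squamous-like cells among epithelial cells in the 4 treated libraries (percent, exact 95% intervals over cells): 8.85, 11.6, 22.1 and 33.5% in day 1 replicate 1, day 1 replicate 2, day 3 and day 6. Each library is 1 sample.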

Histologically, we also observed squamous cell components located at the surface of the tumor, rather than underlying the tumor as in untreated AOM/DSS tumors, implicating a phenotypic transition (**Figure 5D**). Expansion of squamous cells was accompanied by increased expression of squamous identity transcription factors *Trp63* and *Sox2* (**Figure 5E**). 

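In counts summed over squamous-like cells, edgeR called 0 of 9782 genes between late and early treatment at an adjusted p under 0.05. An unadjusted p under 0.05 was given to 397 genes, and DESeq2 called 22 and edgeR with library structure as a block 78. The alternative that moved this count most was no filter on low counts, with 99 genes. Without day 1 replicate 1, 35 were called. Sox2 stood at 133, 73.7, 109.8 and 220.4 TMM-scaled CPM in day 1 replicate 1, day 1 replicate 2, day 3 and day 6 (log2 change 0.70, edgeR adjusted p 0.999, -0.27 within single index and 1.57 within dual index libraries). Trp63 stood at 467, 263, 146 and 437 (log2 change -0.32, adjusted p 0.999, -1.67 within single index and 0.73 within dual index libraries). The change was 0.15 without day 1 replicate 1, 0.27 without day 3 and 0.0403 per day with day as a covariate (adjusted p from 0.375 to 1.000 over the alternatives). With cells thinned to 1000 UMIs, a UMI of Trp63 was in 21.6, 16.7, 12.8 and 30.4% of squamous-like cells (median 5032, 2532.5, 3191 and 5615.5 UMIs before thinning) and in 1.41, 0.249, 0 and 0% of neutrophil-like cells (median 2287, 2139, 2017 and 1419 UMIs). For Sox2 the shares were 5.88, 6.99, 11.4 and 18.2% and 0, 0.249, 0 and 4.35%. Summed over all epithelial cells, which also count the larger squamous share, Trp63 stood at 50.1, 20.6, 34.0 and 148 and Sox2 at 20.4, 8.49, 28.4 and 77.2 CPM. Of the 9 genes on the axis of Fig. 5E, 6 were higher and 3 lower in late treatment, and 0 had a p under 0.05 adjusted over the list alone. Without TMM scaling, 4 were higher in day 3 than in day 1 replicate 1, and 4 in day 6 than in day 1 replicate 2.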

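In counts summed over tumor cells (515, 1409, 981 and 1416 cells in day 1 replicate 1, day 1 replicate 2, day 3 and day 6), edgeR called 0 of 13618 genes between late and early treatment at an adjusted p under 0.05. Of the day 3 cells, 344 were of a cluster close to the free RNA (mean log2 fold of its columnar markers over non-epithelial cells 0.48, none of them among its 10 leading genes, of which Pyy is an enteroendocrine marker). It is kept here and among the epithelial cells of the squamous share, which was 22.1% in day 3 with it and 30.3% without it. Without this cluster, which was left out only after the data were seen, 0 genes were called and the lists below changed by -1.40 (stem and WNT) and 1.53 (differentiation). Another columnar cluster (162, 371, 24 and 17 cells, median 9219 UMIs against 1700) had a lower fold of 0.41, with none of its markers leading. No alternative left it out of the tumor sums. An unadjusted p under 0.05 was given to 1957 genes, and DESeq2 called 548 and edgeR with library structure as a block 431. The alternative that moved this count most was leaving out day 3, with 1354 genes. Without day 6 it was 783, without day 1 replicate 1 22 and without day 1 replicate 2 15. A list of 21 stem and WNT genes had a mean log2 change of -1.41 (16 of 21 lower, camera adjusted p 2.8e-08 with a preset correlation of 0.01), -0.88 within single index and -2.44 within dual index libraries. Adjusted over the list alone, 5 had a p under 0.05. The change was -2.57 without day 3 and -0.82 without day 6. A list of 14 differentiation genes rose by 1.52 (14 higher, camera adjusted p 2.5e-05, 0.43 and 2.18 within structures, 1 adjusted over the list alone), and by 0.54 without day 6. Without TMM scaling, 8 of these genes were higher in day 3 than in day 1 replicate 1. In day 6, 11 were higher than in day 1 replicate 2. Their changes within structures were then 0.15 and 1.72. Neither list passed 0.05 under fry (adjusted p 0.365 for both lists) or with the correlation of camera estimated (0.318 for both). TMM scaling raised all changes in tumor cells: without it the median of all genes was shifted by -0.38. Lgr5 stood at 308, 192, 116 and 28.2 TMM-scaled CPM (log2 change -1.79, edgeR adjusted p 0.322, -1.40 and -2.77 within structures). Krt20 stood at 261, 355, 555 and 1505 (log2 change 1.74, adjusted p 0.285, 1.09 and 2.08) and Krt8 at 2057, 3513, 2829 and 7349 (log2 change 0.87, adjusted p 0.567, 0.46 and 1.06). The alternatives, which include a change per day, gave -3.14 to -0.63 for Lgr5. They gave 0.46 to 2.30 for Krt20 and 0.0275 to 1.41 for Krt8. A UMI of Krt8 was in 82.1, 90.4, 88.1 and 98.9% of tumor cells thinned to 1000 UMIs. In neutrophil-like cells the shares were 83.1, 84.6, 85.7 and 95.7%, with intervals that overlapped those of tumor cells in all libraries but day 1 replicate 2. In squamous-like cells they were 37.3, 73.1, 68.7 and 62.0%. In cells thinned to 1000 UMIs, Lgr5 was in 23.9, 14.9, 9.99 and 1.09% of tumor (median 3005, 5302, 3114 and 2139.5 UMIs before thinning) and 5.63, 4.23, 7.14 and 0% of neutrophil-like cells (median 2287, 2139, 2017 and 1419 UMIs), and Krt20 in 18.8, 21.1, 29.0 and 58.2% and 12.7, 16.7, 35.7 and 52.2%. The share of Lgr5 in day 6 (1.09%, interval 0.597 to 1.82) lay below that of squamous-like cells (4.23%, interval 2.87 to 5.98) and is read as background. In day 3 (9.99%, interval 8.18 to 12.0) it overlapped the intervals of squamous-like (5.34%, interval 3.02 to 8.65) and neutrophil-like cells, but Lgr5 was among the 10 leading genes of a columnar cluster with 219 of its 244 cells from day 3, so it is not read as background there. The share of Krt20 in tumor cells of day 6 was 58.2% (interval 55.5 to 60.9). It lay above macrophage-like (25.7%, interval 18.9 to 33.5) and squamous-like cells (31.4%, interval 28.0 to 35.0). It lay within the intervals of 23 neutrophil-like and 14 endothelial-like cells (35.7%, interval 12.8 to 64.9), from which it is not set apart. In day 3 (29.0%, interval 26.1 to 31.9) it lay above squamous-like cells (19.6%, interval 15.1 to 24.7). It did not lie above neutrophil-like (35.7%, interval 18.6 to 55.9) or endothelial-like cells (17.2%, interval 8.59 to 29.4) of day 3. Both days are left open for Krt20. In both day 1 libraries its interval overlapped those of these types. Of 10 genes tested of the axis of Fig. 5F, 5 were lower and 5 higher in late treatment. Adjusted over the list alone, 0 had a p under 0.05. Without TMM scaling, 6 were higher in day 3 than in day 1 replicate 1. In day 6, 1 was higher than in day 1 replicate 2.

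**Figure D3:**
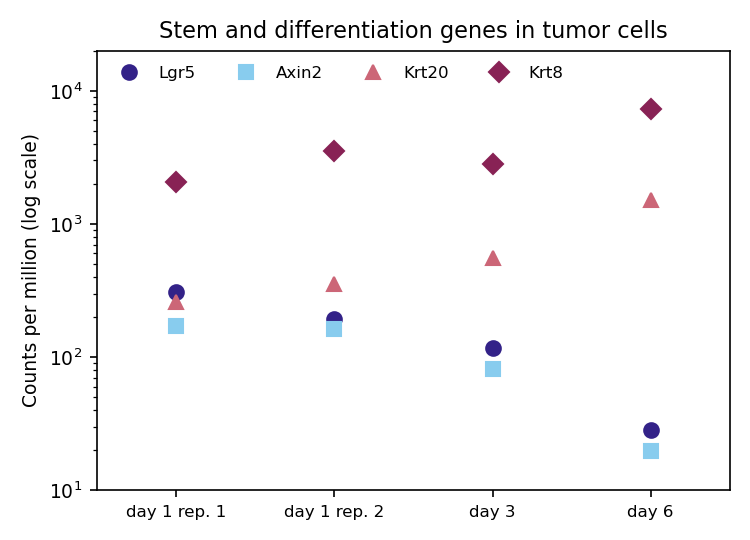
TMM-scaled CPM of Lgr5, Axin2, Krt20 and Krt8 in tumor cells of the 4 treated libraries, on a log scale. The full lists of 21 stem and WNT and 14 differentiation genes are not drawn. Their mean log2 changes from early to late treatment were -1.41 and 1.52. Krt8 is on neither list.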

Surprisingly, stem cell markers and associated WNT signaling genes, including *Lgr5*, decreased in tumor cells along the treatment timeline in a gradient-like manner (**Figure 5F**); this corresponded with increase in differentiated epithelial genes *Krt20* and *Krt8* (**Figure 5E**). Consistent with the loss of stemness upon treatment, tumor cells displayed an increase in cell cycle related genes at later timepoints and a decreased predicted stem potential, as determined by CytoTRACE score, whereas squamous cells increased proliferation genes and stem potential (**Figures 5G, H**). 

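In tumor cells, 41 S phase genes had a mean log2 change of 0.68 (34 higher in late treatment, camera adjusted p 3.5e-06, 0.84 within single index and 0.49 within dual index libraries, 0.56 and 0.0265 without TMM scaling) and 51 G2M genes of 1.17 (48 higher, camera adjusted p 1.8e-16, 1.09 and 1.15 within structures, 0.81 and 0.69 without TMM scaling). Without TMM scaling, 32 S phase and 41 G2M genes were higher in day 3 than in day 1 replicate 1. In day 6, 22 and 41 were higher than in day 1 replicate 2. Adjusted over each list alone, 3 S phase and 21 G2M genes had a p under 0.05. In squamous-like cells, 34 S phase genes had a mean log2 change of -0.0641 (16 higher, camera adjusted p 0.378, -0.35 and 0.19 within structures) and 48 G2M genes of 0.24 (30 higher, camera adjusted p 0.0837, -0.17 and 0.65 within structures), with 0 and 0 genes under 0.05 adjusted over each list alone. Of the camera calls in tumor and squamous-like cells, the call of the G2M genes in tumor cells held under fry (adjusted p 0.00395), and none held with the correlation estimated, where the lowest adjusted p was 0.0819 (adjusted p from 1.3e-20 to 0.0819 over the alternatives for this list). With library structure as a block the G2M genes in squamous-like cells were called higher (0.28, camera adjusted p 0.0283). The squamous values also changed with single libraries. The S phase change was 0.0605 without day 1 replicate 1 and -0.41 without day 1 replicate 2 (camera adjusted p 0.00310, from 0.00310 to 0.968 over the alternatives). The G2M change was 0.87 without day 1 replicate 1 (camera adjusted p 1.5e-06) and -0.24 without day 1 replicate 2 (0.00901), with adjusted p from 1.5e-06 to 0.729 over the alternatives. The stem potential was scored after the first step of CytoTRACE, as the rank from 0 to 1 of a signature of 200 genes that correlate with the number of genes detected, in epithelial cells thinned to 1000 UMIs. Its median per library was 0.658, 0.839, 0.417 and 0.198 in tumor cells (late minus early -0.441, exact p 0.333, -0.241 and -0.640 within structures) and 0.540, 0.639, 0.315 and 0.398 in squamous-like cells (-0.233, exact p 0.333, -0.225 and -0.241). The alternative that moved the squamous difference most was scoring cells that were not thinned, with -0.126 (exact p 0.667). With day 1 replicate 2 left out, the tumor medians of day 1 replicate 1 and day 3 were 0.781 and 0.765. Scores per cell also read free RNA, which differed between libraries. Before thinning, the tumor cells held 214, 87, 86 and 2 Paneth-like and 21, 77, 2 and 44 goblet-like cells in the same order of libraries. No alternative of the stemness score left these out, so their changing share was not parted from the fall in tumor cells.

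**Figure D4:**
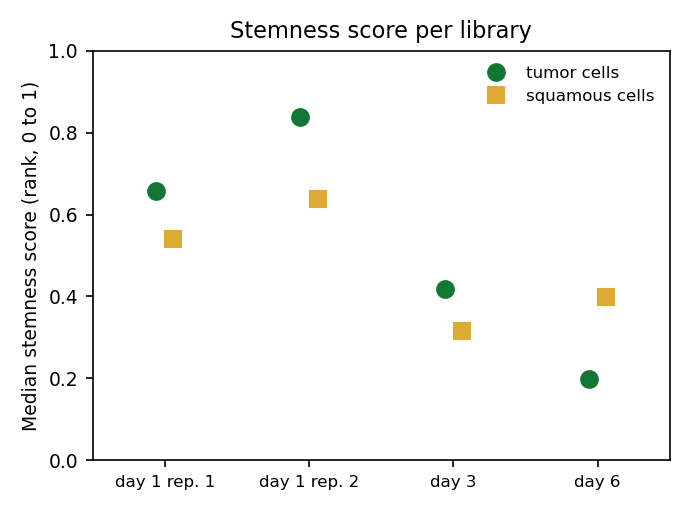
Median stemness score per library in tumor cells (0.658, 0.839, 0.417 and 0.198) and squamous-like cells (0.540, 0.639, 0.315 and 0.398) of day 1 replicate 1, day 1 replicate 2, day 3 and day 6, in cells thinned to 1000 UMIs.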

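In tumor cells, 8 of 12 genes of the class II list had enough counts to be tested. Their mean log2 change from early to late treatment was 3.55 (8 higher, camera adjusted p 2.3e-06, 8 adjusted over the list alone), 0.54 from day 1 to day 3 within single index and 5.23 from day 1 to day 6 within dual index libraries, and 1.05 without day 6. For 14 class I genes it was 1.96 (13 higher, camera adjusted p 6.1e-07, 7 adjusted over the list alone, 0.48 and 2.89 within structures, 0.83 without day 6). Cd74 stood at 149.8, 20.0, 195 and 1188 TMM-scaled CPM in day 1 replicate 1, day 1 replicate 2, day 3 and day 6 (log2 change 3.03, edgeR adjusted p 0.325, 0.38 and 5.88 within structures) and H2-Aa at 81.0, 32.1, 98.2 and 1904 (log2 change 4.15, adjusted p 0.277, 0.28 and 5.89 within structures). Without TMM scaling the change of H2-Aa within single index libraries was -0.00511. Cd74 and H2-Aa were chosen for printing after their values were seen. In cells thinned to 1000 UMIs, a UMI of Cd74 was in 11.5, 2.48, 14.5 and 60.1% of tumor (median 3005, 5302, 3114 and 2139.5 UMIs before thinning), 11.8, 3.23, 15.3 and 20.3% of squamous-like (median 5032, 2532.5, 3191 and 5615.5 UMIs) and 16.9, 3.48, 7.14 and 47.8% of neutrophil-like cells (median 2287, 2139, 2017 and 1419 UMIs). The tumor shares of both day 1 libraries lay at or below those of the neutrophil-like cells and are read as background, and the day 6 share lay above that of squamous-like cells and within the exact interval of the 23 neutrophil-like cells, from which it is not set apart. Of 13 genes tested of the axis of Fig. 5I, 11 were higher in late treatment and 0 had a p under 0.05 adjusted over the list alone.

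**Figure D5:**
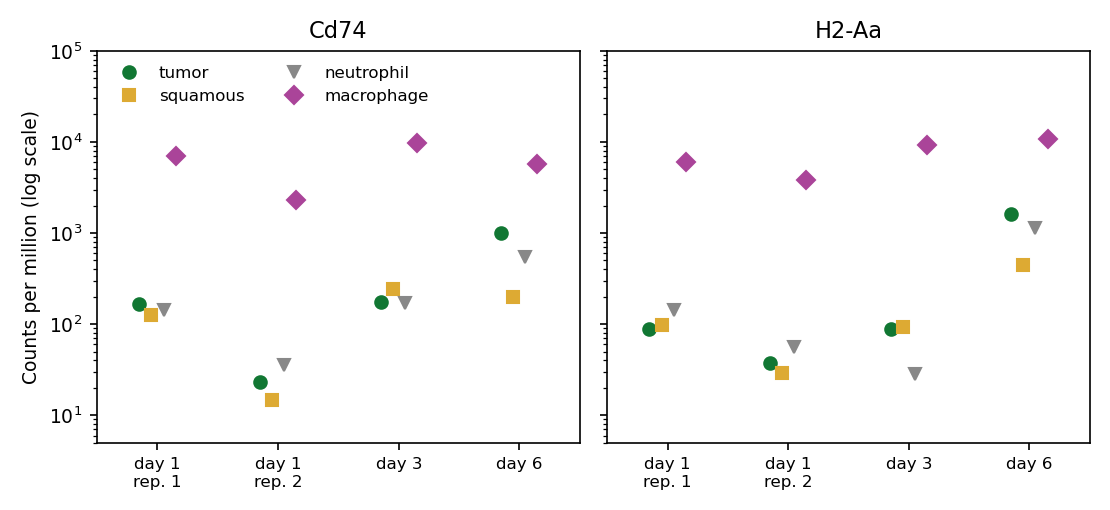
Class II antigen presentation genes by cell type and treated library. In tumor cells of day 6, H2-Aa stood at 1610.2 CPM, against 451 in squamous-like, 1131 in neutrophil-like and 10735 in macrophage-like cells.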

Using unsupervised differential gene expression analysis as well as examining selected marker genes, we observed an upregulation in antigen presentation (AP) genes in tumor cells from the day 6 timepoint, consistent with our previous finding of increased AP as a function of differentiation (**Figure 5I**) (26). Interestingly, squamous cells in day 3 and day 6 timepoints also upregulated interferon-induced genes *Ifi27* and *Ifitm3*, consistent with a change in the immune microenvironment. Together, we found that along a treatment timeline, 5-FU and Irinotecan treatment is associated with expansion of squamous cells and decreased stemness in tumor cells.

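In squamous-like cells, Ifi27 stood at 35.7, 16.7, 39.4 and 75.3 TMM-scaled CPM in day 1 replicate 1, day 1 replicate 2, day 3 and day 6 (log2 change 1.22, edgeR adjusted p 0.999, 0.14 within single index and 2.13 within dual index libraries) and Ifitm3 at 2589, 1291, 2819.8 and 3993 (log2 change 0.81, adjusted p 0.999, 0.12 and 1.63). Without TMM scaling, whose absence shifted the median of all genes by -0.14, the changes within single index libraries were -0.11 for Ifi27, -0.13 for Ifitm3 and -0.18 for the list of interferon-induced genes. In tumor cells the log2 change was 1.33 for Ifi27 and -0.80 for Ifitm3. In cells thinned to 1000 UMIs, a UMI of Ifi27 was in 1.96, 1.61, 4.27 and 7.75% of squamous-like (median 5032, 2532.5, 3191 and 5615.5 UMIs before thinning) and 7.04, 1.99, 0 and 8.70% of neutrophil-like cells (median 2287, 2139, 2017 and 1419 UMIs), shares whose exact intervals overlapped in every library. In day 6 the share in squamous-like cells (7.75%, interval 5.89 to 9.96) lay above that in tumor cells (3.97%, interval 2.97 to 5.19), and in the other libraries these intervals overlapped. Of 18 interferon-induced genes on the list, 16 were tested in tumor cells. There the mean log2 change was 2.33 (14 higher, -0.19 and 3.39 within structures), so a rise was not limited to squamous-like cells. In squamous-like cells 10 were tested. Without TMM scaling, 3 of them were higher in day 3 than in day 1 replicate 1. In day 6, 10 were higher than in day 1 replicate 2. Their mean log2 change was 1.57 (9 higher, camera adjusted p 1.4e-05, 1 adjusted over the list alone), 0.0605 and 2.30 within structures, 0.0641 without day 6 and 2.97 without day 3 (camera adjusted p 0.879 and 1.2e-19, from 1.2e-19 to 0.879 over the alternatives).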

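From the higher squamous share and the lower stem cell genes and predicted stem potential of tumor cells in late treatment, the paper concludes that treatment with 5-FU and Irinotecan is associated with expansion of squamous cells and decreased stemness in tumor cells. In the 4 libraries the squamous share differed by 17.6 percentage points, the stem and WNT genes of tumor cells by -1.41 on the log2 scale and their stemness score by -0.441, each in the same direction within both library structures.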

**Figure 5:**
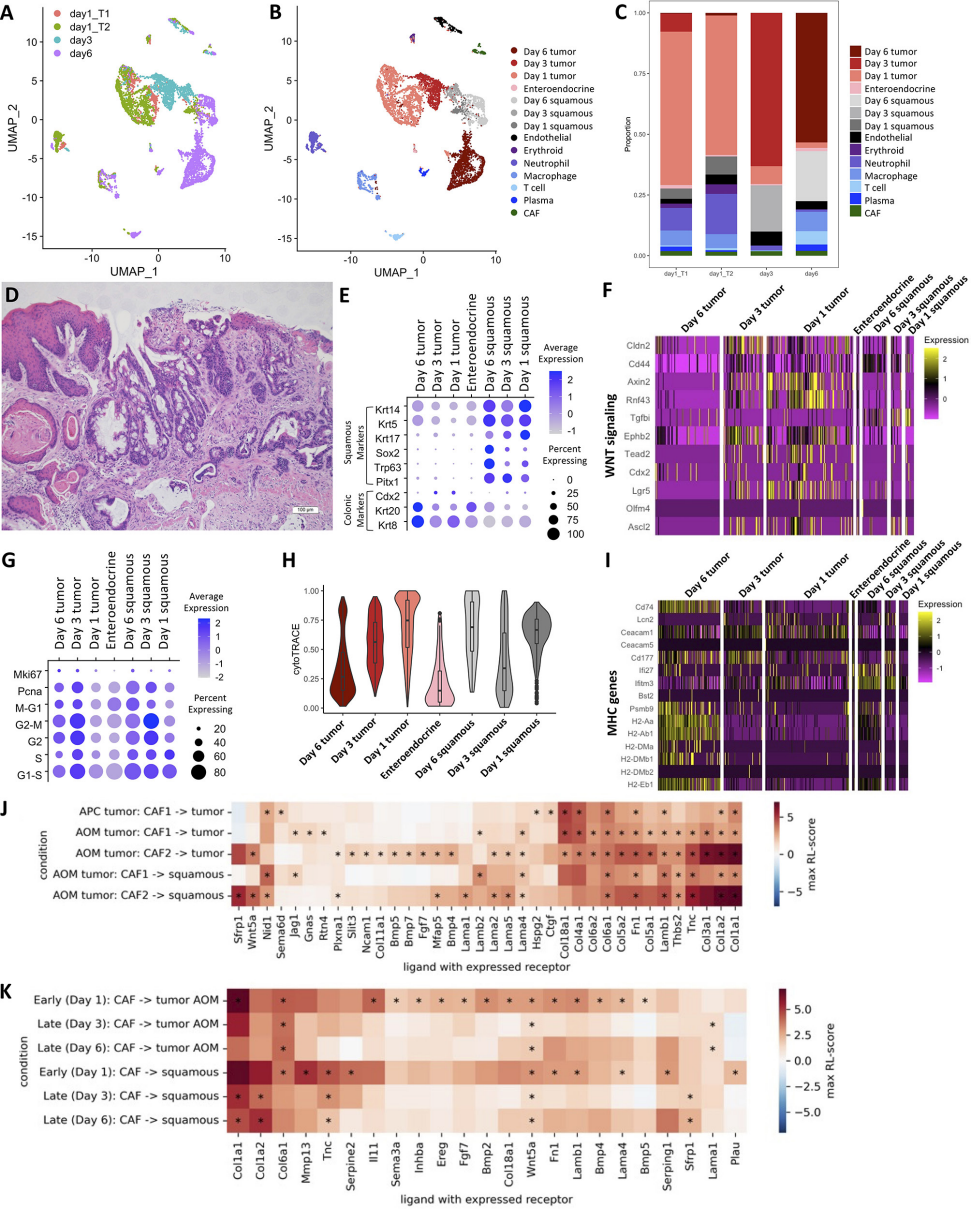
Changes in TME interactions within AOM/DSS tumors upon chemotherapy treatment. UMAP of scRNA-seq data from 5-FU and Irinotecan treated AOM/DSS tumor samples with timepoint overlay **(A)** and cell type clustering overlay **(B)**, by color. T1 and T2 indicate day 1 biological replicates (n = 2) that correspond to the “early treatment” timepoint, while day 3 and day6 are biological replicates (n =2 ) for the “late treatment” timepoint. **(C)** Bar graph of cell type proportions, broken down by sample type in timepoints of 5-FU and Irinotecan treated AOM/DSS tumor scRNA-seq data. **(D)** Representative H&E image of 5-FU and Irinotecan treated AOM/DSS tumors. Scale bar = 100 µm. **(E)** Dot plot showing colonic or squamous identity genes for epithelial cell clusters of 5-FU and Irinotecan treated AOM/DSS tumor scRNA-seq data timepoints. **(F)** Heatmap of genes related to WNT signaling and colonic stem cells. Columns represent single cells, arranged by epithelial cell type clusters in 5-FU and Irinotecan treated AOM/DSS tumor scRNA-seq data timepoints. **(G)** Dot plot showing cell cycle meta-genes for each cell cycle phase in epithelial cell clusters of 5-FU and Irinotecan treated AOM/DSS tumor scRNA-seq data timepoints. **(H)** CytoTRACE scores for epithelial cell types in 5-FU and Irinotecan treated AOM/DSS tumor scRNA-seq data timepoints. **(I)** Heatmap of select DEGs and marker genes related to AP. Columns represent single cells, arranged by epithelial cell type clusters in 5-FU and Irinotecan treated AOM/DSS tumor scRNA-seq data timepoints. **(J)** RL-scores for differentially expressed ligands in CAF cells with a receptor in squamous, AOM/DSS tumor, or APC tumor cells. **(K)** Ligands in CAF cells with a receptor in squamous or cancer cells early and late after treatment by 5-FU + Irinotecan. (*) indicates that both receptor and ligand are differentially expressed (adjusted p-value < 0.01) and that the log FC of the ligand is at least 0.5 for all samples of the same group.

To further evaluate how tumor cells may be influenced by the TME, we analyzed differences in cell-cell communication of AOM/DSS tumors as compared to APC tumors, and moreover, we identified differences in cell-cell communication among early vs late 5-FU/Irinotecan treatment timepoints in AOM/DSS tumors. We made use of established receptor and ligand (R-L) interactions from a prior knowledge database and, similar to previous work, we quantified these interactions by a R-L score based on the receptor and ligand expression (76, 77). We searched for cell types expressing ligands that could bind receptors expressed in the tumor cells (**Figures S10A–D**). We observed that compared to all other cell types, CAF populations, particularly CAF2s, dominate interactions with tumor cells by providing ligands that are binding partners with receptors expressed on tumor cells (**Figure 5J**; **Figures S10A–D**). Many receptors expressed by tumor cells were also expressed by squamous cells, resulting in similar scores, and suggesting that they may experience similar signals from the TME. Consistent with the observed increase in WNT related genes in tumor cells (**Figures 4A**, **5F**), we saw high scores for WNT-related interactions (ligands *Sfrp1* and *Wnt5a* and receptors *Fzd6*, *Fzd7* and *Lrp6*) and significant BMP-related interactions (e.g. from *Bmp4* with *Bmpr1a)*. Notably, *Fgf7* is upregulated in acute response to injury and thought to serve a protective role in DSS treated mice, however, it is also known to increase cell proliferation and may inadvertently act as a growth factor for tumor cells in the AOM/DSS setting (78, 79). For squamous cells, there was a significant *Lama1-Rpsa* interaction, which is an interaction associated with metastasis as *Rpsa* enables tumors to penetrate laminin tissue (80). These interactions were largely mirrored in the 5-FU and Irinotecan treated cells, and the treatment appeared to reduce the amplitude of these signatures over time, possibly resulting in decreased stemness (**Figure 5K**).

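The RL-score of the ligands Wnt5a, Sfrp1, Bmp4 and Lama1 in CAF-like cells (14, 39, 29 and 54 cells in day 1 replicate 1, day 1 replicate 2, day 3 and day 6) and of their receptors in tumor and squamous-like cells was computed per library, where the authors tested cells with MAST. Wnt5a and Sfrp1 were scored with whichever of Fzd6, Fzd7 and Lrp6 had the highest fold in the library, which for tumor cells was Lrp6 in day 1 and day 3 and Fzd7 in day 6. The mean score over ligands and both targets was 2.08, 1.56, 0.876 and 1.82, a difference of -0.475 late minus early (exact p 0.667). Within single index libraries the change was -1.21 and within dual index libraries 0.258, so the direction did not hold within both. With the mean over these receptors, an alternative chosen after seeing the data, the changes were -0.411, -1.13 and 0.312. Without day 3 the difference was -0.00941, without day 6 -0.973, without day 1 replicate 1 -0.220 and without day 1 replicate 2 -0.735. Of 8 ligand and target pairs, 5 were lower and 3 higher in late treatment. In counts summed over CAF-like cells, edgeR called 0 of 3238 genes, 260 had an unadjusted p under 0.05, and DESeq2 called 12. Without day 3, 118 were called. Of 23 ligands on the axis of Fig. 5K, 18 were lower and 5 higher (median log2 change -1.45). Without TMM scaling, 23 were lower in day 3 than in day 1 replicate 1. In day 6, 12 were lower than in day 1 replicate 2. Adjusted over the list alone, 1 had a p under 0.05.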

## Discussion

We describe differences between the TMEs of AOM/DSS tumors and APC tumors, as models for pre-invasive cancers and pre-cancerous adenomas, respectively. Using single-cell and computational approaches, we identified and validated two CAF populations that are increased in AOM/DSS tumors, with CAF2 being uniquely present and the main driver of differences in cell-cell communication between the two colonic tumor models. CAF2-derived ligands interact with receptors expressed on AOM/DSS tumor cells to increase WNT signaling, increase growth factor signaling, and remodel the extracellular matrix. We also revealed a unique squamous cell component in many AOM/DSS, but not APC, tumors, which are found to increase upon a chemotherapeutic regimen of 5-FU and Irinotecan.

While there are many different types of CAFs with diverse functions, in general, increases in CAFs accompany cancer progression (81). In CRC in particular, the consensus molecular subtype 4 (CMS4) is characterized by mesenchymal signatures (82), with the majority contributed by the presence of CAFs (83–85). CMS4 CRCs are more advanced and have poor prognoses (86, 87). There are a diverse set of mechanisms by which CAFs promote CRC progression including WNT modulation (17, 41, 88), inhibition of BMP signaling (89), or inducing tumor-promoting inflammation (89). Our study identifies two populations of CAFs, one of which (CAF2) was not detected in APC adenoma by scRNA-seq, but was abundant in AOM/DSS tumors. CAF2s closely associate with tumor cells, which mirrors the major CAF dichotomy in pancreatic cancer, where myCAFs closely associates with neoplastic cells while iCAFs are located more distantly (49). However, the phenotypes of these colonic CAFs seem to be distinct from those of pancreatic cancers, as it is the CAF1s, which are located more distantly to epithelial cells, that have more myofibroblastic features and some iCAF gene expression such as *Il6* and *Cxcl1*, while CAF2s also express iCAF genes such as *Il11, Cxcl12* and other chemokines (40). The induction of immune-related genes in either CAF populations is specific to AOM/DSS tumors and not APC adenomas, suggesting that immune-regulating function of CAFs may only be activated in the context of DSS inflammation. CAF2s, which are closely associated with epithelium, parallel pericryptal fibroblasts or telocytes in the normal gut (90). These cells provide signals that support a WNT signaling niche to maintain stem cell renewal during normal homeostasis (46), although *Grem1* and *Wnt5a* seem to be expressed in distinct stromal populations in the non-neoplastic mouse colon (91–93). *Grem1/Wnt5a* co-expressing CAF2 may inhibit BMP while simultaneously stimulate WNT signaling, promoting stemness in more advanced tumors.

An unresolved question from this work is the origin of the squamous cells in AOM/DSS tumors. Similar histological findings of squamous cells in DSS colitis mouse models have been reported and were speculated to be a metaplastic event whereby the damaged colonic epithelium is re-epithelialized with stratified squamous epithelium (68). Squamous cell lesions of unknown origin have been observed in colonic polyps of CDX2-knockout mice, and likewise in SMAD3-depleted and SMAD3-knockout colonic tumors given DSS compared to DSS alone (94, 95). While squamous cell lesions could result from a simple re-epithelialization event, an alternative explanation is transdifferentiation of columnar colonic epithelial cells into stratified squamous epithelia, a process in reverse of normal colonic development. p63-positive pseudostratified embryonic epithelial cells from the endodermal lining of the primitive distal gut have been lineage traced to p63-negative adult colonic simple columnar epithelia (71). This supports the notion that some cancers, including colorectal cancer, may arise through embryonic subversion (96). In line with these observations, our data also showed an enrichment of fetal markers in the squamous tumor component absent from epithelial cells from both AOM/DSS and APC tumors, including genes expressed in primitive gut (*Trp63, Sox2, Pitx1)*, as well as metaplastic genes such as *Tacstd2.* We attempted to determine the origin of squamous lesions in AOM/DSS tumors using lineage tracing from *Lrig1*-expressing epithelial cells, since *Lrig1* is not expressed in the anal epithelium (75). We found rare lineage tracing events from *Lrig1*-expressing cells to a squamous lesion in an AOM/DSS tumor. While this result suggests the possibility of a transdifferentiation event, we cannot rule out sporadic, induced expression of *Lrig1* in the anal epithelium during re-epithelialization. We also observed AOM/DSS tumors, during a course of 5-FU and Irinotecan, expanded their squamous component. These cells exhibited more transcriptional similarity to tumor cells than those from untreated tumors, suggestive of transdifferentiation. However, this expansion could be due to the insensitivity of squamous cells to chemotherapy-induced cell death or drug-induced proliferation. Our L-R inference suggests that similar CAF-tumor interactions exist for CAF-squamous interactions. Moreover, we found that CAF2s lie in close proximity to not only AOM/DSS tumor cells, but also squamous lesions within tumors. The squamous transdifferentiation process has been shown to affect tumor cell interaction with CAFs in pancreatic cancer (69). We also found that differences in genetic backgrounds contribute profoundly to the development of squamous lesions, highlighting the complexity of factors that influence their development. Our findings implicate a role of squamous cells in colorectal tumorigenesis processes and provides insight into adenosquamous carcinomas in humans, a rare cancer type that is more aggressive and has a poorer prognosis when compared to adenocarcinoma, in part due to lack of mechanistic knowledge of their pathogenesis (97).

We also presented translationally relevant insights from our mouse studies. While checkpoint immunotherapies can result in long term responses, only a minority of cancer patients benefit (98). A positive immunotherapy response is largely dependent a favorable tumor microenvironment partly characterized by infiltration of adaptive immune cells (99–102). Some chemotherapies have been shown to stimulate the immune microenvironment, and thus, may boost the efficacy of immunotherapies when given as a combinatorial regimen. A major immunogenic mechanism is chemotherapy-induced immunogenic cell death, where tumor antigens and danger-associated molecular patterns are released into the microenvironment from a dying cell (103, 104). Our study proposes an additional mechanism, where a chemotherapy regimen of 5-FU and Irinotecan results in tumor cells with decreased WNT signaling, increased differentiation, and increased expression of AP machinery. MHC class I upregulation has been previously observed in a subcutaneous injection model of breast cancer under Irinotecan treatment (105), lending additional support to our observations. How this phenotype is achieved remains to be investigated, but a possibility may be that the chemotherapy kills highly proliferative stem cells while sparing less proliferative differentiated cells. Previous studies from our lab and others have demonstrated that tumor cell differentiation state controls antigen presentation and cytotoxic versus suppressive immunity (26, 106). However, cytotoxic T cells were not increased under 5-FU and Irinotecan despite increased expression of antigen presentation machinery, suggesting that additional immunosuppressive mechanisms may be activated. Indeed, previous studies show that Irinotecan treatment of AOM/DSS tumors blocks the apoptosis of MDSCs (107). 

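T cell-like cells numbered 4, 17, 1 and 158 in day 1 replicate 1, day 1 replicate 2, day 3 and day 6. Their share of the cells of each library was 0.535, 0.707, 0.0705 and 5.59%, highest in day 6. The CPM below are levels within T cell-like cells and do not count the change in their share. The cytotoxic genes Cd8a, Gzma, Gzmb, Nkg7, Klrd1 and Prf1 together had 2, 59, 0 and 256 counts in them (139.5, 1329.5, 0 and 755 CPM), a difference of -357 CPM late minus early (exact p 0.667). Within single index libraries the change was -139.5 and within dual index libraries -574 CPM. The 1 cell of day 3 allows up to 1934 CPM, so no change was detectable there. Without day 1 replicate 2 the difference was 238, without day 3 20.8 and without day 1 replicate 1 -952 CPM. For Cd8a alone the difference was -34.8 CPM. Its levels were 69.8, 67.6, 0 and 67.9 CPM in the order of libraries above, so this difference rests on the 1 cell of day 3.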

Whereas chemotherapy regimens are non-targeted, further work in this area is required to discover therapeutic approaches to precisely establish and maintain a favorable immune microenvironment.

## Methods

### Mouse Experiments

All animal experiments were performed under protocols approved by the Vanderbilt University Animal Care and Use Committee and in accordance with NIH guidelines. Animals of C57BL/6J; 129 mixed or C57BL/6J backgrounds of the appropriate size by weight (6-12 weeks old) were used at the start of experiments. Mice were housed (2 to 5 per cage) in a specific pathogen-free environment under a standard 12-hour daylight cycle, and were fed a standard rodent Lab Chow and provided water ad libitum. Littermate controls of both sexes were used for experiments when possible.

For the APC tumor model, *Lrig1^CreERT2/+^;Apc^fl/+^* mice were induced as documented previously (18). For the AOM/DSS tumor model, mice were injected twice with 10 mg/kg AOM with one week apart. A week after the second injection, mice were fed 2% DSS for a week, and then again after 3 weeks of rest. For both models, tissues were harvested 12 weeks after the initial injection to initiate tumors, a timepoint where tumors are consistently present.

For lineage tracing studies, Lrig1^CreERT2/+;^Rosa26^LSL-EYFP/+^ mice were injected intraperitoneally (i.p.) for 3 consecutive days with 2.5 mg tamoxifen (Sigma-Aldrich; T5648) in corn oil. Mice were euthanized at the indicated timepoints for short and long-term lineage tracing.

For 5-FU and Irinotecan treatment, AOM/DSS tumors were first confirmed by colonoscopy after 12 weeks of induction. 50 mg/kg of Irinotecan hydrochloride (Millipore Sigma: 136572-09-3) was delivered intraperitoneally on day 1, followed by 50 mg/kg of 5-FU (Millipore Sigma: 51-21-8) on day 2, followed by 5 days of rest. Three cycles of this chemotherapy regimen were administered. Tissues were harvested according to timeline after the last cycle of treatment was given.

### Whole Tissue Single-Cell RNA-Sequencing and Initial Processing

Dissociation of colonic tumors was performed in a two-phase process. In the first stage, colon adenomas were dissected from the distal colon and washed in ice-cold PBS. The tumors were digested in DMEM containing 2 mg/mL collagenase type II at 37°C for 1 hour or until fragments had dispersed. The tumor tissue suspension was washed in ice-cold PBS and filtered through a 40 μm filter. Tumor epithelial crypts retained by the filter were collected and resuspended in PBS while the flow-through was discarded. The tumor epithelial fraction was filtered again through a 100 μm filter to remove undigested fragments, and the flow-through was collected. In the second stage, isolated tumor epithelial crypts were further digested into single cells for encapsulation similar to above. Normal colonic tissues were digested according to a previous protocol (108). Single-cell encapsulation, library preparation, and sequencing were performed as previous (109). Raw sequencing data were aligned using dropEst to mouse GRCm38.85 resulting in count matrices (110). After obtaining the count matrices, we combined the data for each sample and removed low-quality cells. We defined low-quality as any cell with either less than 500 genes detected or with greater 15% of counts mapping to mitochondrial genes. In total, we retained sequencing data of approximately 19,000 cells across all samples.

### Colonic Stroma Enrichment for Single-Cell RNA-Sequencing

Colon was isolated, flushed and washed briefly in DPBS (-ca/mg) with 20mM HEPES (DPBSH). Tissue was chelated at 37˚c for 20min with rotation in DPBSH with 5mM EDTA and 1mM DTT. After, the tissue was shaken in 10ml volumes of DPBSH to remove crypts. The remaining tissue (lamina propria and stroma) was then minced into ~2mm^2^ pieces and digested for 30min at 37˚C in DPBSH with 1mg/ml collagenase and dispase. Digest was then stopped by adding an equal volume of DPBSH with 5% FBS and 2.5mM EDTA. Tissue was triturated using a p1000 pipette and passed through a 70µm filter into a 50ml tube, with 10 additional mL of DPBSH to rinse. Cells were pelleted at 500g and resuspended in 5ml of 40% percol and underlayed with 5ml of 90% percol, then centrifuged at 500g for 10 minutes with no brakes to allow separation of cells. Layers at the top of the 40% percol and 40%/90% interface were washed 3 times in DPBS and loaded onto inDrop for encapsulation.

### Single-Cell RNA-Sequencing Data Analysis

Analysis of pre-processed murine scRNA-seq data was carried out in RStudio version 4.1.1 and Seurat version 4.0.4 (111). Functions use default arguments unless specified. Batch effects were minimal as seen from the intermixing of non-neoplastic cells, and therefore, no batch corrections were performed. After quality control and filtering steps, the following steps were performed for the following datasets: 1) APC tumor (n=2), AOM/DSS tumor (n=3), APC adjacent normal (n=2), and wildtype colon (n=2) samples (~13,000 total cells). 2) 5-FU and Irinotecan treated AOM/DSS tumor samples (n=2 for the “late treatment” timepoint from day 3 and 6 post-treatment, and n=2 for the “early treatment” timepoint from day 1 post-treatment, ~7,000 total cells). 3) Normal mouse colon enriched for fibroblasts (n=1), 1108 total cells, 465 of which are fibroblasts. A Seurat object was created using the CreateSeuratObject function and the number of genes, number of UMIs, and percent mitochondrial expression for all cells in the dataset were visualized. The NormalizeData, FindVariableFeatures (vst method with 2000 features), and ScaleData (using all genes) functions were used to normalize the data, find highly variable genes (HVGs), and scale and center the data. Principle component analysis (PCA) was performed using Seurat’s RunPCA function using only HVGs as features for dimension reduction. The jackstraw method (Seurat’s JackStraw function with 30 PCs) and the ElbowPlot function were used to determine the PCs to use for UMAP (Seurat’s RunUMAP function) visualization. DPC clustering was performed on the APC, AOM/DSS, APC adjacent, and wildtype dataset to determine cell types, with the exception of subclustering of the T cells, for which we used Seurat’s FindClusters function (112). For the 5-FU and Irinotecan-treated samples, we used Seurat’s FindClusters function as well as manual subclustering based on sample type. To determine the appropriate number of clusters in each sample, the clustering resolution parameter was adjusted, and differential expression analysis was performed to identify known cell types based on marker gene expression. We used Seurat’s FindMarkers function with standard parameters and log fold change thresholds above 2 to identify differentially expressed genes. Cell cycle analysis was performed as previously described (113). Sc-Unifrac was run with default parameters and using our clustering data, rather than the default hierarchical clustering, as previously described (23). The CytoTRACE web tool was used to calculate predicted stemness of single cells (74). Gene lists for metaplasia and damage, fetal and embryonic, and WNT signaling were used as previously described (26).

Analysis of human scRNA-seq data was performed in Python using scanpy, pandas, and numpy packages as previously described (26). Briefly, raw scRNA-seq counts were normalized by median library size, log-like transformed with Arcsinh, and Z- score standardized per gene. Cells annotated as mesenchymal cell types were subset from the Samsung Medical Center dataset (31). Similarly, cell annotated as mesenchymal from only microsatellite stable (MSS) tumor status samples were subset from the Broad Institute Human Tumor Atlas Network dataset (17). UMAP visualization was based on normalized gene counts for the two datasets. All UMAP plot coordinates for individual cells were generated with the *scanpy.tl.umap* function. The input to this function was the normalized dataset, their 40 principal components, and a KNN graph with k equal to the square root of the number of cells in the dataset. The *scanpy.pl.umap* function was used to visualize select gene marker expressions as an overlay onto UMAP coordinates.

### Immunofluorescence Imaging and MxIF

Colonic tissue was isolated, washed with 1X DPBS, spread longitudinally onto Whatman filter paper and fixed in 4% PFA (Thermo Scientific). Fixed tissues were washed with 1X DPBS, swiss-rolled, and stored in 70% EtOH until processing and paraffin embedding (formalin-fixed paraffin embedded, or “FFPE”), or were incubated in 30% sucrose in 1X PBS and embedded in cryo embedding media (“fixed frozen”). Tissues were sectioned at 5 or 7 um thick onto glass slides. FFPE tissue slides were processed for deparaffinization, rehydration, and antigen retrieval using citrate buffer (pH 6.0; Dako) for 20 minutes in a pressure cooker at 105°C followed by a 20-minute bench cool down. Endogenous background signal was reduced by incubating slides in 1% H_2_O_2_ (Sigma-Aldrich) for 10 minutes, before blocking for 30 minutes in 2.5% Normal Donkey Serum, 1% BSA in 1X DPBS prior to antibody staining. Primary antibodies against selected markers were incubated on the slides in a humidity chamber overnight, followed by three washes in PBS or dilute blocking buffer, and 1 hour incubation in Hoechst 33342 (Invitrogen), and compatible secondaries (1:500) conjugated to Invitrogen AlexaFluor-488, -555, or -647. Slides were washed in 1X DPBS or dilute blocking buffer, mounted in 50% glycerol/50% 1X PBS and imaged using a Zeiss Axio Imager M2 microscope with Axiovision digital imaging system (Zeiss; Jena GmBH). Multiplexed imaging using an immune cell-based antibody panel was performed by using a multiplex iterative staining and fluorescence-inactivation protocol, as previously described (47, 114), and imaged on an Olympus X81 inverted microscope with a motorized stage or Cytell Slide Imaging System (GE Healthcare) at 20X magnification. For histological analysis, slides were processed and stained for hematoxylin and eosin using standard approaches.

### Quantification of CAF Subtypes in MxIF Images

Stitched images were generated of tumor sections stained for nuclei with Hoechst and with antibodies against VIM, SMA, PDGFRα, TNC, and β-catenin. For each antibody target, thresholding was used to generate a binary mask. Tumor areas were outlined by identifying areas with strong β-catenin signal. Within tumor areas, CAF1, CAF2, and β-catenin binary masks were generated. CAF1 area was determined by overlaying binary masks of VIM and SMA signal, while CAF2 area was determined by overlaying binary masks of PDGFRα and TNC. CAF1 and CAF2 abundance was determined by normalizing the area of positive signal in CAF1 and CAF2 binary masks, individually, to the area of positive signal in the β-catenin binary mask. Example quantification is shown in **Figure S6**, and all MxIF data and masks are shown in **Figure S7** for APC tumors and **Figure S8** for AOM/DSS tumors. Student’s t-test was performed to determine statistical significance between 2 groups.

### Computation of Receptor Ligand Interaction Scores

In similar vein to previous work (76), the analysis aimed to identify receptor-ligand (RL) interactions using prior knowledge of their interactions and differential expression in cell-type pairs of interest. Here quantified as a log transformed product of fold changes (FC), RL-score = log2(FC_Ligand_×FC_Receptor)._ The interaction was taken to be significant if both the receptor and ligand were differentially expressed compared to background (see below). A multiple hypothesis corrected p-value threshold of 0.01 was used and results were also filtered for effect size using a cutoff of 0.5 log2 FC for ligands and cutoff of 0 (i.e. positive) for receptors. These results were further restricted to only include receptors and ligands where the filtering requirements were met for all samples within a group (n=3 for AOM/DSS, n=2 for APC and n=2 for early and late treatment by 5-FU + Irinotecan). A prior knowledge graph of receptor-ligand interactions was extracted from an online database (OmniPath) (77). The RL interactions were subset to ones with known mode of action and directionality. From this, lists of ligands and receptors were compiled and their differential gene expression was calculated. Gene expression was normalized on a cell by cell basis using the default method in the r-package Seurat (115), i.e. dividing the counts for each cell by the sum of counts, multiplying by 10000, and taking the log2(x+1) transformation. Differential gene expression and fold changes for different cell types was calculated on a sample-by-sample basis by comparing the gene expression of cells from one cell type and sample at a time against the background expression among all other cell types and samples. Differential gene expression was calculated with the FindMarkers function in Seurat using the MAST method (116) with filtering for fold change and percent gene expression set to 0. After computing p-values for all selected genes in all cell-types, multiple hypothesis testing adjusted p-values were calculated using the Benjamini & Hochberg method.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: (https://www.ncbi.nlm.nih.gov/, GSE134255, GSE199999).

## Ethics Statement

The animal study was reviewed and approved by Vanderbilt University Animal Care and Use Committee.

## Author Contributions

PV, RC, DL, and KL study design and conception. PV, HN, AS, JR, JW, and WL experiment conduction. PV, AN, MK, ZC data analysis and statistical analysis. EM, BJ, MW, and JR technical consultation. KL and PV writing manuscript. All authors have approved the final manuscript.

## Funding

This work is funded by U01CA215798 to DL, R01DK103831 to KL, F31DK127687 to PV, R35CA197570 and P50CA236733 to RC, Vetenskapsrådet 2019-06349 to AN, T32HD007502 in support of PV, and P30CA068485 for cores used. RC acknowledges the generous support of the Nicholas Tierney GI Cancer Memorial Fund. The funders played no role in the research conducted.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Cancer-Associated Fibroblasts and Squamous Epithelial Cells Constitute a Unique Microenvironment in a Mouse Model of Inflammation-Induced Colon Cancer
**Source:** Front Oncol. 2022 May 4;12:878920. doi: 10.3389/fonc.2022.878920
**Supplement:** Supplementary file 6

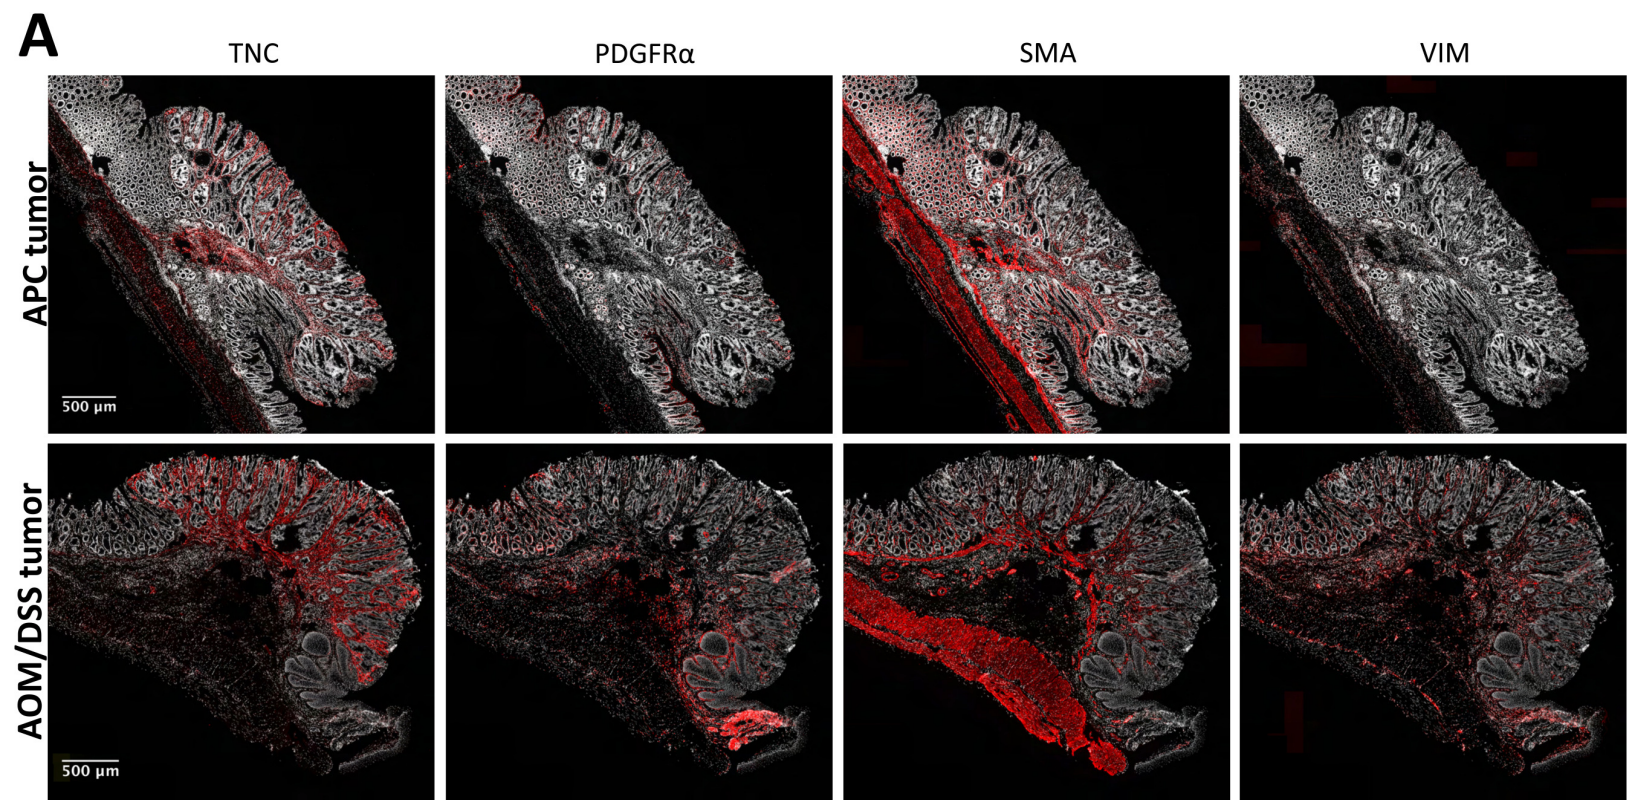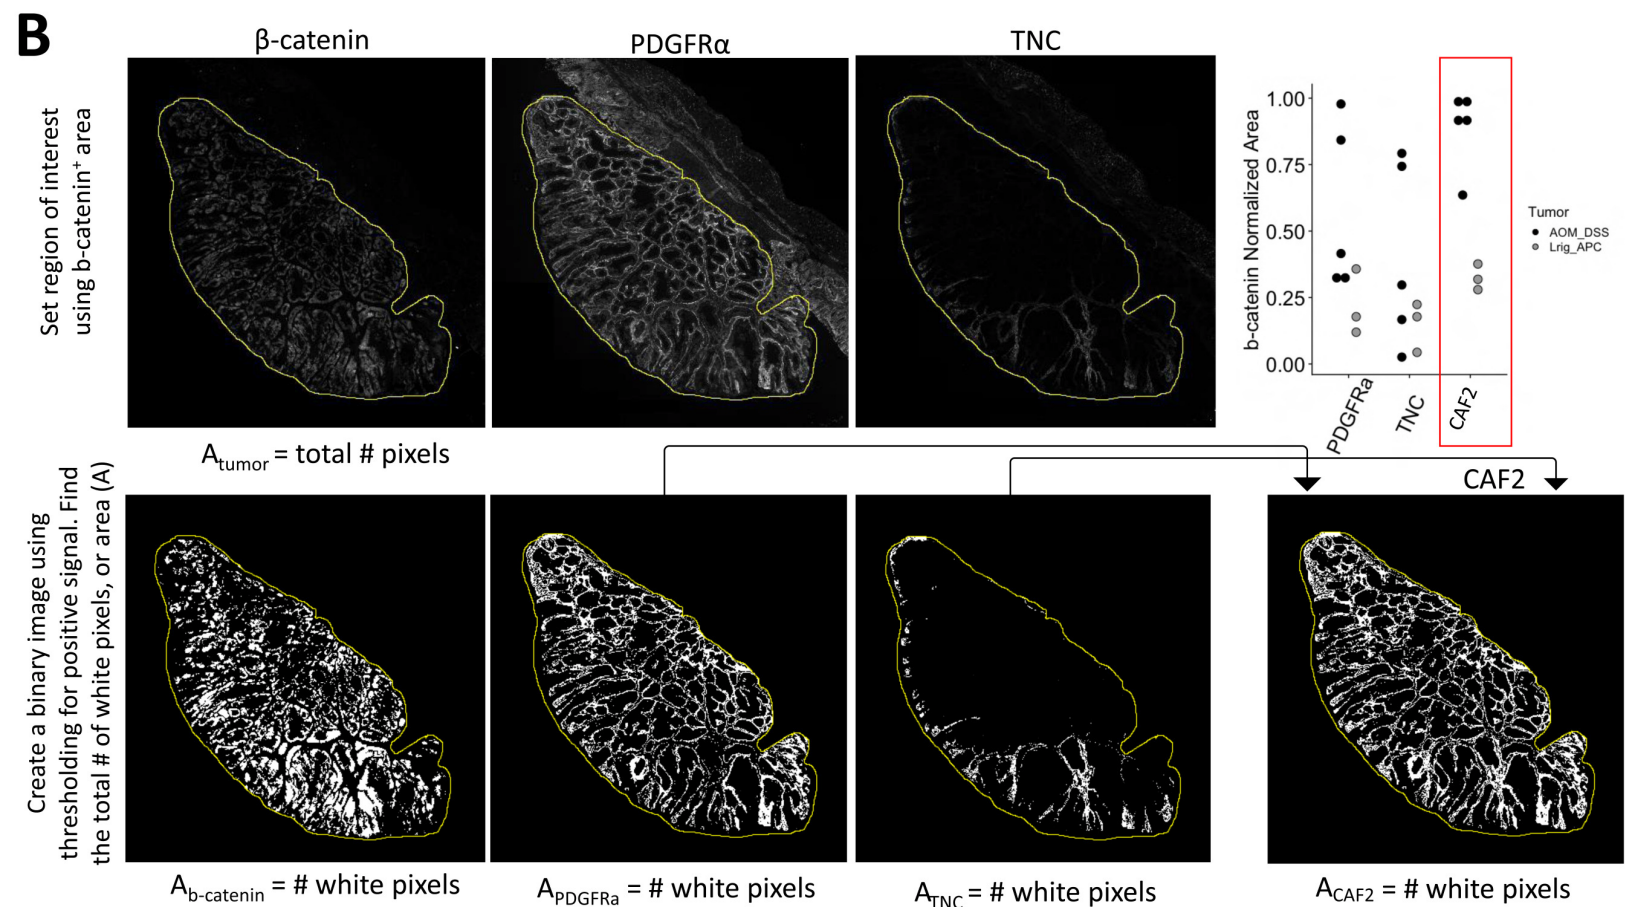

**Supplementary Figure S6 | MxIF CAF markers and quantification method. (A)** Single CAF markers with nuclei counterstain (white) from MxIF images in Figure 3A. **(B)** Workflow for MxIF quantification, using CAF2 quantification as an example.

# Supplementary material for: Cancer-Associated Fibroblasts and Squamous Epithelial Cells Constitute a Unique Microenvironment in a Mouse Model of Inflammation-Induced Colon Cancer
**Source:** Front Oncol. 2022 May 4;12:878920. doi: 10.3389/fonc.2022.878920
**Supplement:** Supplementary file 7

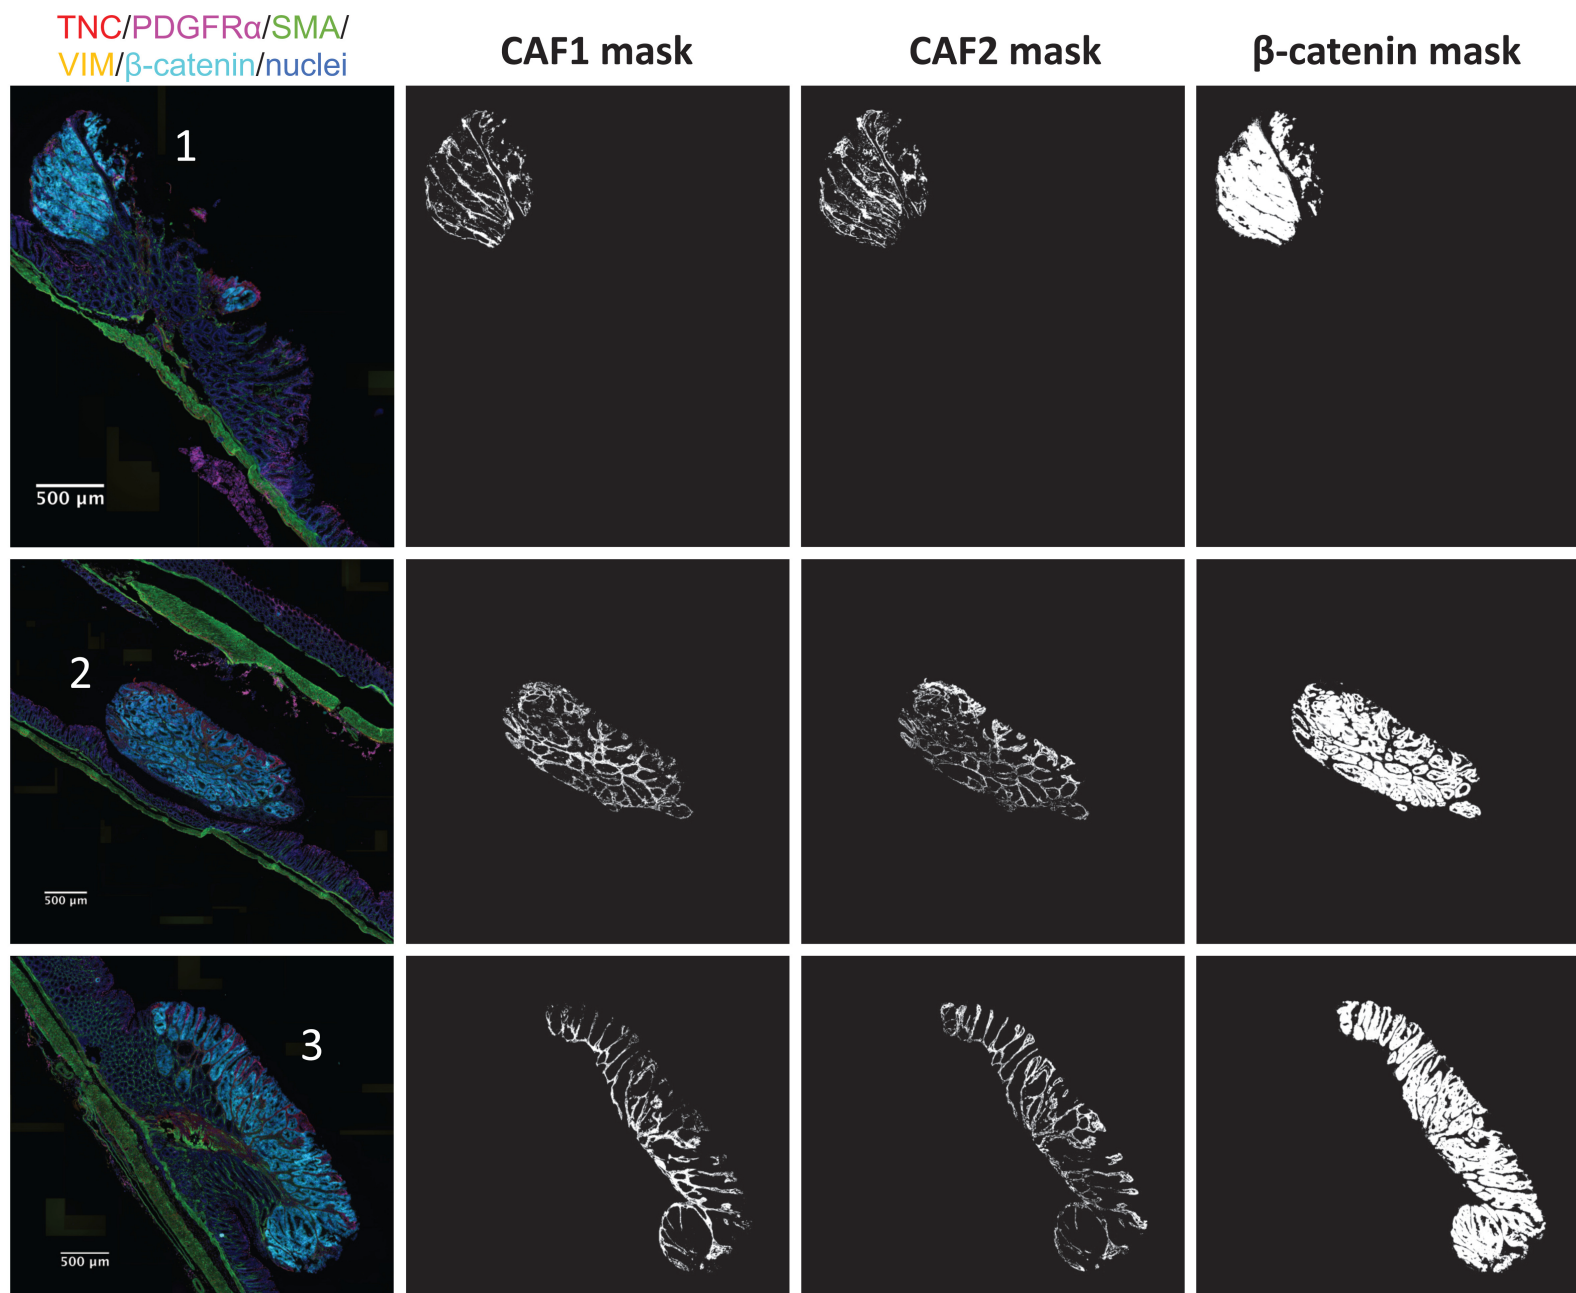

**Supplementary Figure S7** | MxIF images and binary masks used for quantification of APC tumor CAF1 and CAF2 marker expression, normalized by  $\beta$ -catenin-expressing tumor area for n=3 tumors.

# Supplementary material for: Cancer-Associated Fibroblasts and Squamous Epithelial Cells Constitute a Unique Microenvironment in a Mouse Model of Inflammation-Induced Colon Cancer
**Source:** Front Oncol. 2022 May 4;12:878920. doi: 10.3389/fonc.2022.878920
**Supplement:** Supplementary file 8

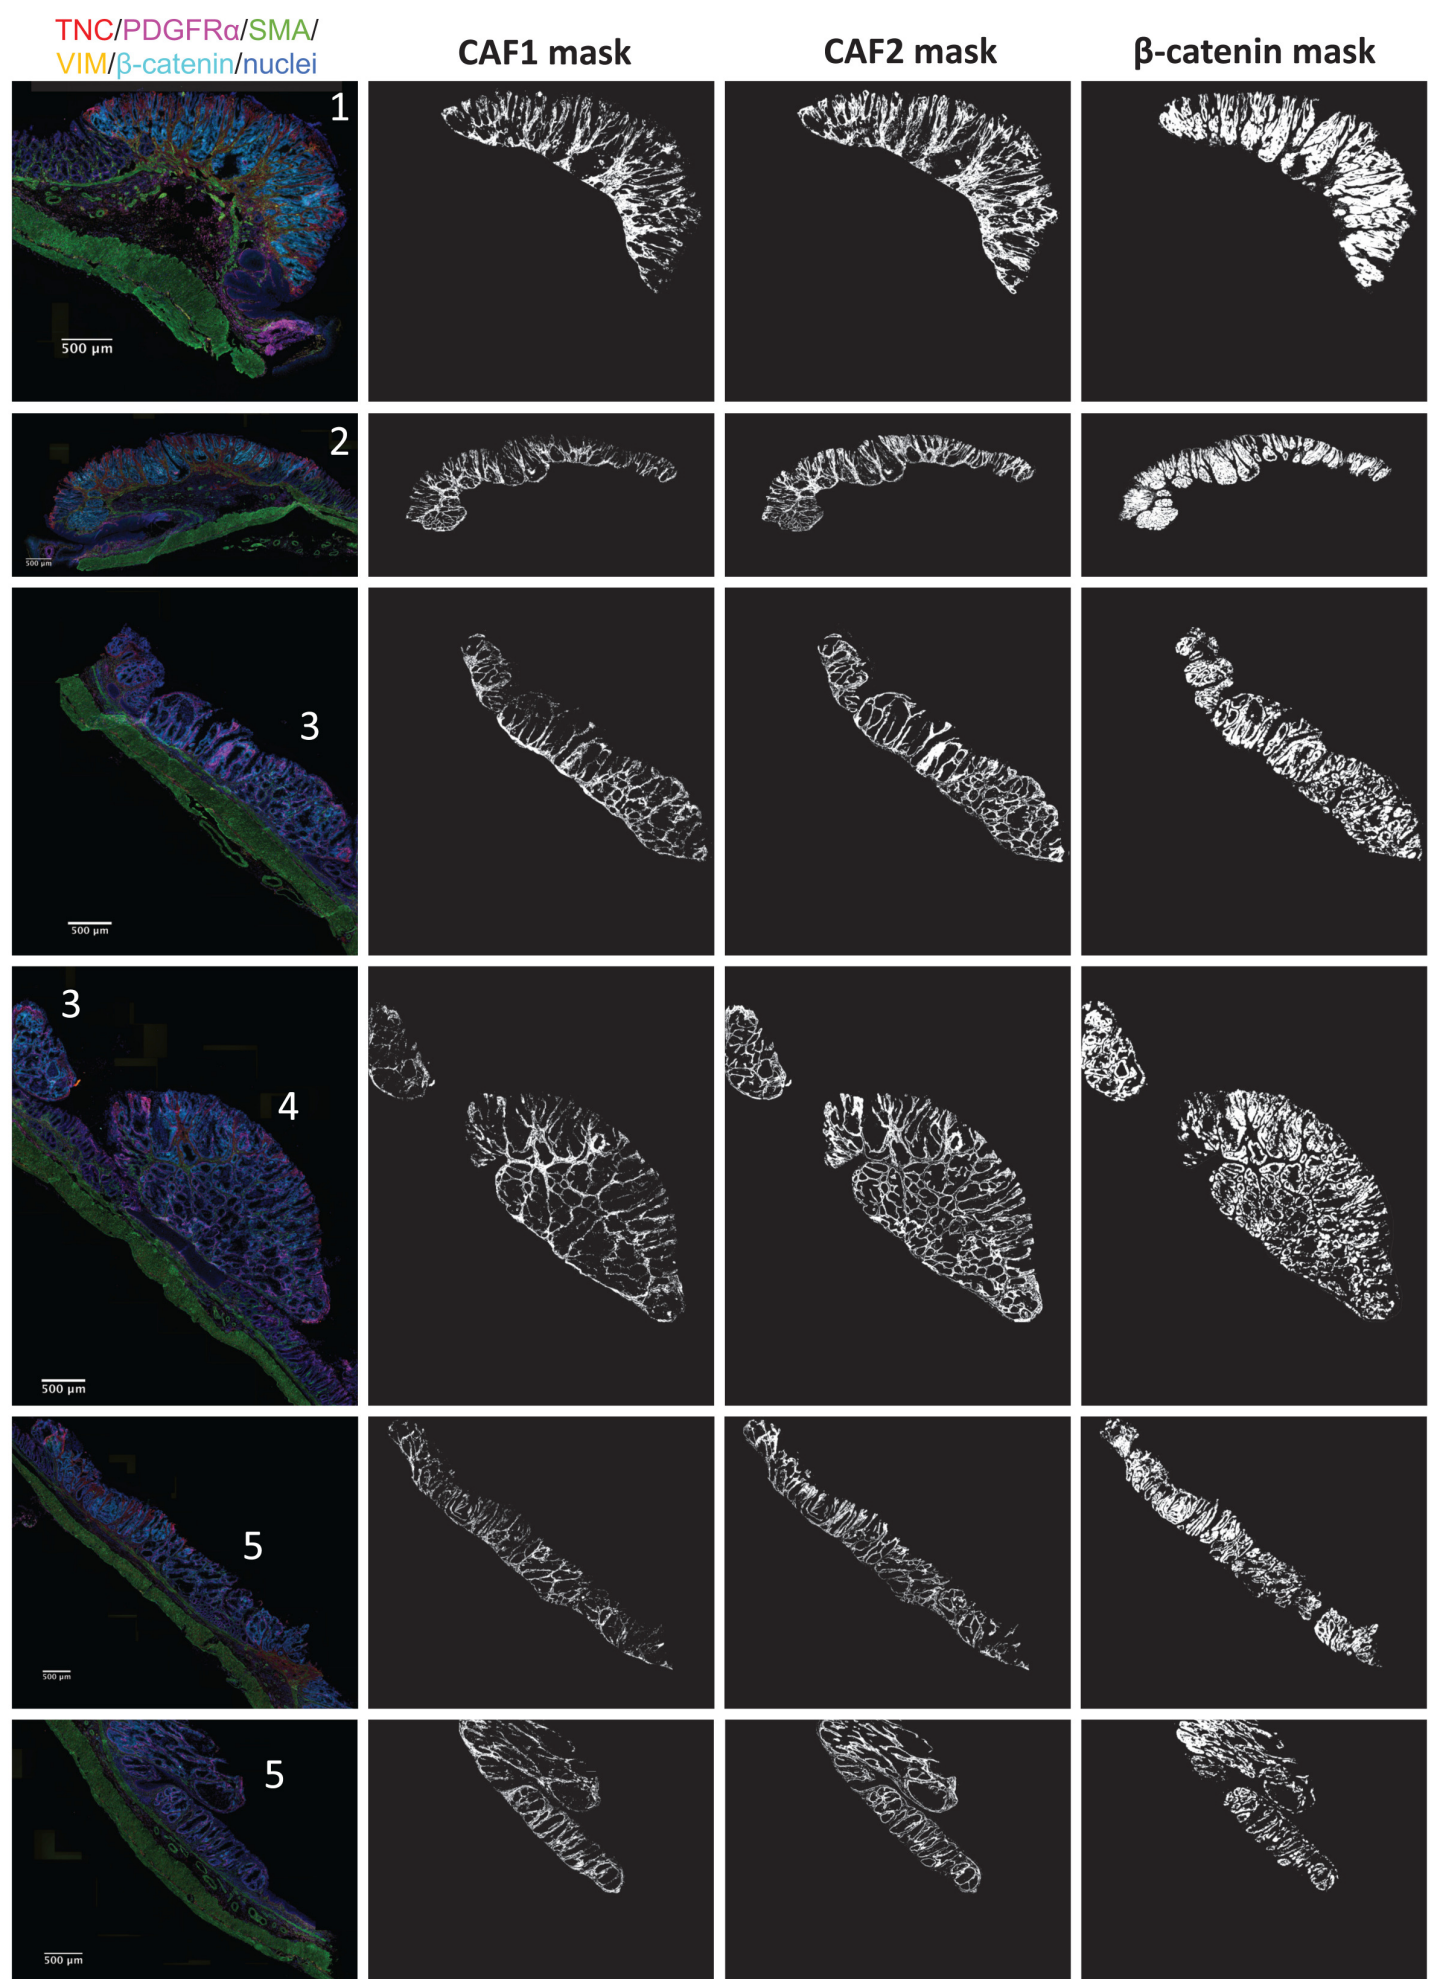

**Supplementary Figure S8** | MxIF images and binary masks used for quantification of AOM/DSS tumor CAF1 and CAF2 marker expression, normalized by  $\beta$ -catenin-expressing tumor area for  $n=5$  tumors. Integers 1-5 mark distinct tumors, where tumor “3” is repeated because the tumor spanned across two stitched images. However, the quantification was performed by considering the pixel areas of the two regions for tumor “3”.

# Supplementary material for: Cancer-Associated Fibroblasts and Squamous Epithelial Cells Constitute a Unique Microenvironment in a Mouse Model of Inflammation-Induced Colon Cancer
**Source:** Front Oncol. 2022 May 4;12:878920. doi: 10.3389/fonc.2022.878920
**Supplement:** Supplementary file 9

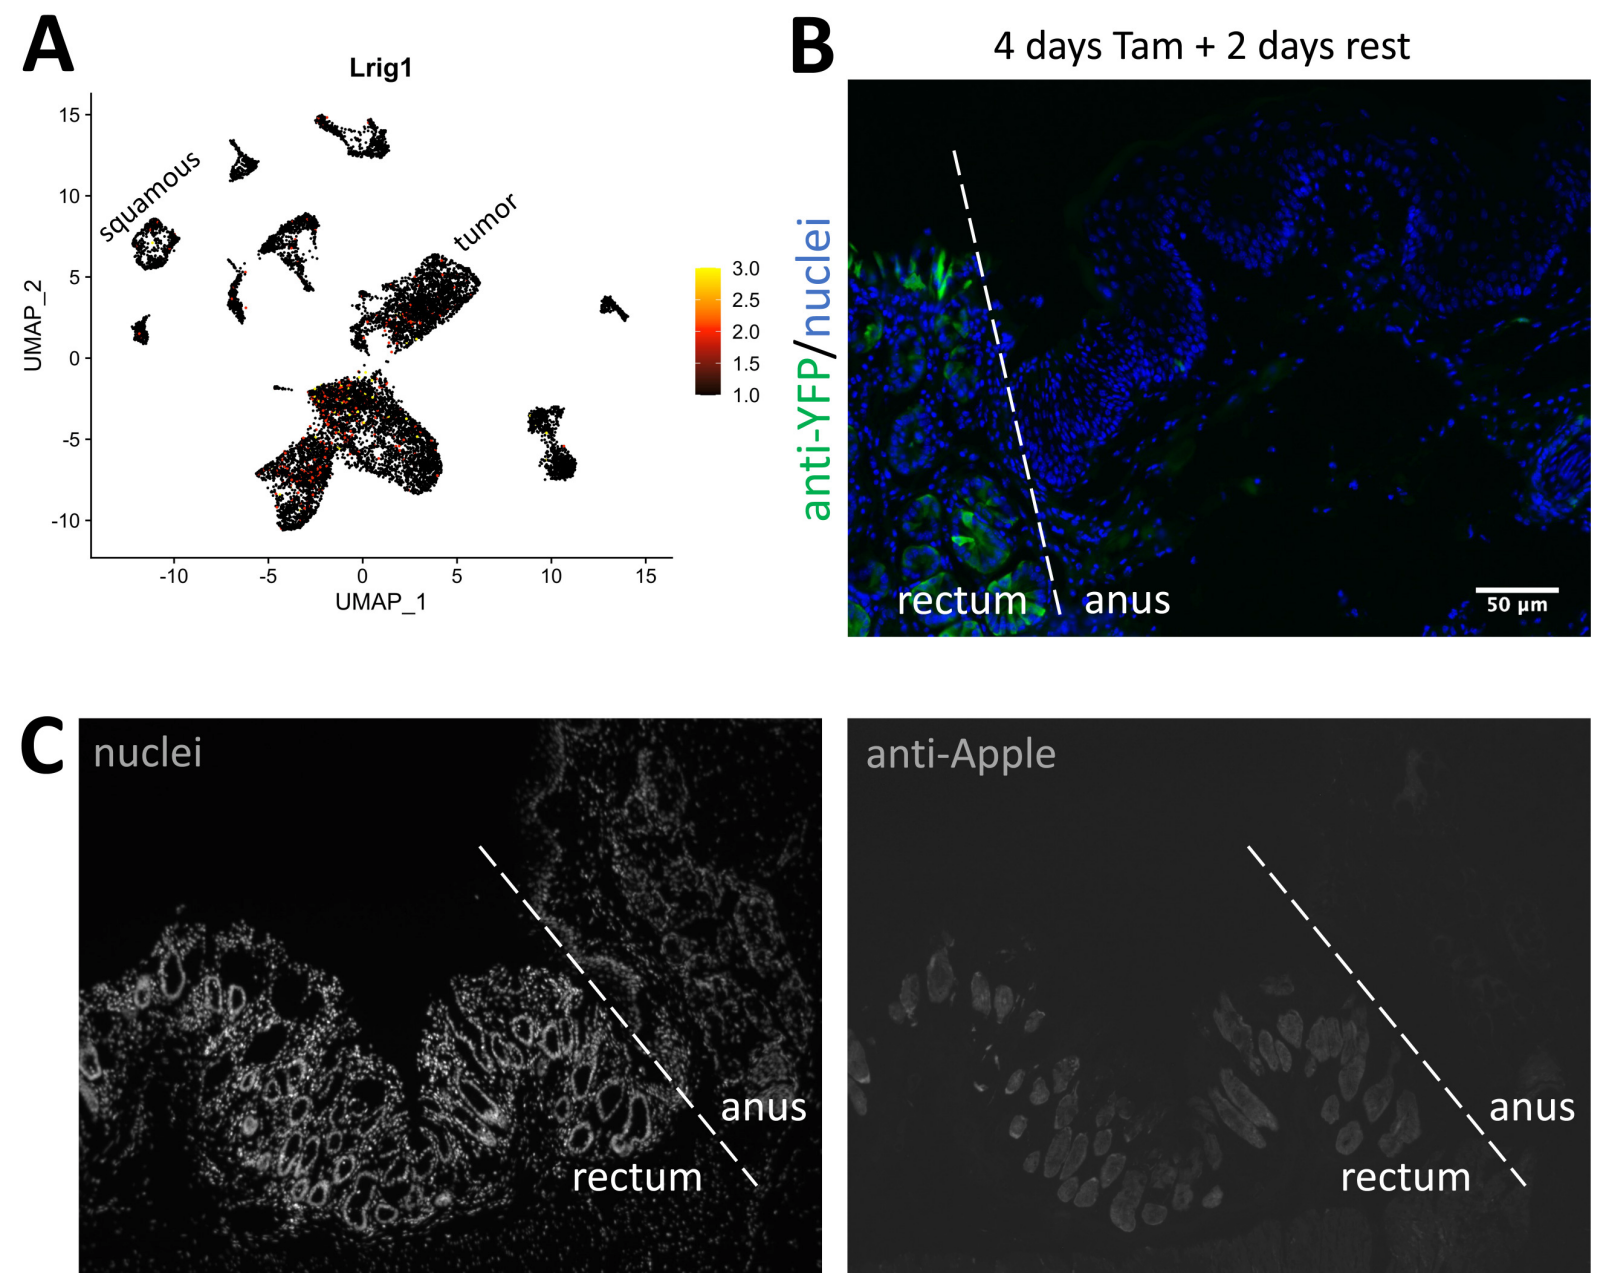

**Supplementary Figure S9 | Lrig1 is not expressed in squamous cells.** **(A)** Lrig1 expression in scRNA-seq data of wildtype, APC adjacent, APC tumor, and AOM/DSS tumor samples displayed as a UMAP overlay. Squamous and tumor cell clusters are labeled. **(B)** Representative IF image from lineage traced Lrig1CreERT2/+; RosaYFP/+ mice. YFP signal was visualized with an anti-YFP antibody, and nuclei are stained with Hoechst. **(C)** Representative IF image from Lrig1Apple/+ reporter mice. Apple signal was visualized with an anti-Apple antibody (right), and nuclei are stained with Hoechst (left). For both **(B)** and **(C)**, colon and anus were collected, and the anorectal junction is depicted by the dashed line. Magnification is the same for all images.

How the deposited data were processed for this re-analysis (not part of the article)

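The files hold raw UMI counts per cell barcode and gene of 5 inDrop libraries of mouse colon: 4 of AOM/DSS tumors under 5-FU and Irinotecan (50 mg/kg of each, 3 cycles with 5 days of rest), and 1 of normal colon prepared to enrich stroma. The authors made these counts with dropEst from reads aligned to GRCm38.85, with 1 file per library and no normalization. Barcodes with under 500 genes or over 15% mitochondrial counts, which the authors state as their limits, were still in the files and were removed here. The day 1 libraries (replicates 1 and 2) formed the early group, day 3 and day 6 the late group. The paper's Results describe treatment for 1, 3 and 6 days and its Methods days after treatment, so from when the days count stays open. Day 1 replicate 1 and day 3 were single index libraries from the BGI MGI-Seq, day 1 replicate 2 and day 6 dual index libraries from the NovaSeq6000.

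Depth was 5132360, 16904947, 6659486 and 16079367 UMIs in day 1 replicate 1, day 1 replicate 2, day 3 and day 6, over 19226, 21073, 19409 and 20300 genes, and 5814641 UMIs in the stroma library. Medians per cell were 2936.5, 3601, 3136 and 2903 UMIs in the treated libraries and 3000 in the stroma library, so that shares of cells were compared only after thinning each cell to 1000 UMIs or with the depth of each type beside them. A count of 0 in the stroma library was given with its upper Poisson limit, and 0 counts of Il17a with the exact interval of the share of cells.

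Clustering used leidenalg 0.10.2 (Leiden method on shared nearest neighbours) and igraph 0.11.9 in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0. Figures used matplotlib 3.10.9. Counts were scaled to 10000 per cell and log-transformed with a pseudocount of 1, and 20 principal components of the 2000 genes with the highest standardized variance (coded here after the vst method of Seurat, each in at least 3 cells, without the genes reported as results) were clustered over 20 nearest neighbours at resolution 1 with seed 1. The treated libraries were clustered together without batch correction, the stroma library on its own. In the stroma library the reported genes that were not naming markers were left out of the variable genes, a choice made after the data were seen. No doublets were removed. Scrublet in scanpy 1.11.5, with 6% expected, called 13 of 7396 treated cells and 7 stroma cells.

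Clusters were named from lists of markers. A marker counted with a UMI in at least 10% of the cells of the cluster and a CPM (20 added) at least 2 times that of all other cells. The type with the highest mean log2 fold named the cluster where that mean was at least 1, at least 3 markers counted, and 1 of them was among the 10 leading genes or the mean was at least 2. Clusters left were compared with the non-epithelial cells of the same libraries at 1.25 times, and named columnar or squamous by the higher mean. Clusters with a median depth below that of their libraries divided by 3 and without a leading marker stayed unnamed. This rule was revised: 8 versions were tried, after clusters and, for the later versions, squamous shares had been seen and with the shares of the paper known. The lower fold was taken because free RNA lowers the fold of columnar markers in day 3. Versions at 1.5 times, and at 2 times against all libraries pooled, were kept as alternatives chosen after seeing the data. Names carry the suffix -like, since no protein or position was measured.

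Late and early libraries were compared on counts summed per library over tumor cells (columnar, goblet-like, tuft-like and Paneth-like clusters), squamous-like cells and CAF-like cells, with at least 10 cells per sum, by edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg, threshold 0.05) in R 4.3.3. DESeq2 1.42.0 served as an alternative. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. S and G2M lists came with Seurat 5.3.0. The method was tested on simulated data with the depth and groups of these sums, with a log2 change of 2 at a dispersion of 0.05. EdgeR called 191 of 200 changed genes in tumor, 174 of 195 in squamous-like and 179 of 198 in CAF-like cells, with 6, 8 and 8 unchanged genes called. DESeq2 called 179, 145 and 121, with 6, 2 and 0. All simulated genes had the same dispersion, which was not compared with that of the real sums. Whether changes differ between squamous-like and tumor cells was tested by an interaction term in edgeR with each library as a block, which was not among the tests planned. Changes within single index and within dual index libraries are differences of log2 CPM with TMM scaling, unless stated, and have no test. Counts of genes higher or lower in day 3 or day 6 than in day 1 were taken without TMM scaling.

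The squamous share was taken of all epithelial cells. The stemness score ranked cells from 0 to 1 by the mean of the 200 genes, among those in at least 5% of cells (a limit set after the data were seen), that correlate most with genes detected, in epithelial cells thinned to 1000 UMIs, without the smoothing step of CytoTRACE. Cells with fewer UMIs were left out. The RL-score followed the definition of the paper (log2 of the product of ligand and receptor folds, pseudocount 1 per 10000 counts), per library in place of a test over cells, and took for Wnt5a and Sfrp1 the receptor with the highest fold in each library, so that receptors can differ between libraries, with the mean over receptors as an alternative chosen after seeing the data. These values, the share and the cytotoxic genes of T cell-like cells were compared by exact permutation over libraries.

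Sample groups, tests, gene lists, markers and the alternatives not named here as later choices were set before the data were examined. Alternatives covered clustering resolution (0.5 and 2), variable genes, clustering each library on its own, calling cells one by one, doublet removal, limits on genes (300 and 1000) and mitochondrial counts (10% and 25%), low count filters, normalization, library structure as a block, day as a covariate, depth of thinning, pseudocounts, neighbours (50) and components (10), and leaving out each library. Genes printed are those the text or the axes of Fig. 5E, 5F, 5I and 5K name and members of the lists. The rule also took the genes with the largest changes among those called, of which there were none. Axin2, Cd74 and H2-Aa, the genes of the interaction test, Il17a, Sfrp2 and Sfrp4 were singled out after their values were seen. The limits by which tests of technical explanations were read were set after the values were seen. Untreated tumors, APC tumors and adjacent and wild type colon were not analysed here, nor were reads or coordinates, since the counts carry gene symbols.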

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

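The tests of the difference between squamous-like and tumor cells, of goblet-like and Paneth-like clusters, of library structure for the G2M genes, of free RNA for the genes of the interaction term, of free Il17a RNA and of Il17a by cells were chosen only after the results they concern were seen.

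The change from early to late treatment differed between squamous-like and tumor cells for 4 of 7 gene lists by camera on the interaction term. Squamous minus tumor, the mean difference in log2 change was 0.80 for 21 stem and WNT genes (camera adjusted p 2.0e-06), -0.60 for 8 class II genes (0.0142), -0.76 for 41 S phase genes (5.8e-10) and -0.88 for 51 G2M genes (3.6e-13). With fry the adjusted p was 0.156, 0.940, 0.324 and 0.424 in this order, so that none passed 0.05. For class I, differentiation and interferon-induced genes the camera adjusted p was 0.180, 0.858 and 0.858. Each group holds 2 libraries.

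Within structures, over the genes tested in each type, the stem and WNT genes changed by -0.15 in squamous-like and -0.88 in tumor cells of single index libraries and by -1.46 and -2.44 in dual index libraries. The S phase genes changed by -0.35 and 0.84, then 0.19 and 0.49, the latter 0.15 and 0.0265 without TMM scaling, where the order flips. The class II genes changed by 0.61 and 0.54, then 3.20 and 5.23, so that the lower change in squamous-like cells is seen in dual index libraries alone.

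For the G2M genes 2 technical explanations were tested. Goblet-like and Paneth-like clusters within the tumor cells are argued against, since without them the change in tumor cells was 1.18 against 1.17 with them. The test of library structure does not decide: squamous minus tumor was -1.23 within single index and -0.0710 within dual index libraries without TMM scaling (-1.26 and -0.50 with it). Each value holds structure constant, but the late library is day 3 in single index and day 6 in dual index libraries. Whether the values differ by structure, day or animal cannot be told. Without scaling, the dual index difference is smaller than its standard error of 0.117, which measures spread over genes and not between libraries. The reading without scaling was kept as the more cautious one after both were seen. Free RNA of tumor cells in squamous-like cells, free RNA of squamous-like cells in tumor cells, which was higher in both late libraries, and the difference in depth between types were not tested for the 4 lists. A difference in how the cell types change over the treatment days stays open as untested, beyond what the interaction term shows.

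The same interaction term gave 6 of 13712 genes with an edgeR adjusted p under 0.05, of which 1 changed more in squamous-like cells, with 1125 at an unadjusted p under 0.05. They were Ifitm1 (2.73, adjusted p 0.0351), Calcb (-2.80, 0.0379), Col17a1 (-3.56, 0.0334), Pitx1 (-2.97, 0.0334), Tmprss11a (-2.80, 0.0455) and U90926 (-2.83, 0.0351), and were singled out after their values were seen. The direction was the same within single index and within dual index libraries for each. Col17a1 was among the markers that named squamous-like clusters. Free RNA of squamous-like cells rose, with Krt5 and Krt14 in non-epithelial cells at a mean of 2.20, 2.36, 18.6 and 10.8% of their squamous-like level in day 1 replicate 1, day 1 replicate 2, day 3 and day 6. For Calcb, Col17a1 and Pitx1, which rose in tumor cells within both structures, it is a candidate source of the tumor cell counts, since their tumor level was a median of 0.564 times the non-epithelial level in day 3 and 0.559 times in day 6. In this order of libraries Pitx1 stood at 6.42, 3.62, 40.7 and 27.3 CPM in tumor cells, 17.2, 13.5, 94.6 and 53.1 in non-epithelial and 524, 304, 434 and 395 in squamous-like cells. Such RNA in tumor cells leaves squamous-like cells as they are, so the fall there is no test of it. The 5 genes that changed less in squamous-like cells were picked by the interaction term, so their fall there is measured on genes chosen for it. Without TMM scaling the median log2 change of the 5 genes there was -1.77 within single index and -1.40 within dual index libraries, and 4 of them fell within both: Calcb (-1.77, -1.40), Col17a1 (-0.77, -1.79), Tmprss11a (-3.21, -0.56) and U90926 (-2.01, -3.20). In tumor cells U90926 changed by 0.32 and -0.41 and Tmprss11a by -0.68 and 1.94 without TMM scaling. The cause of the fall stays open. For Ifitm1 such RNA is argued against. Without TMM scaling its change in tumor cells was -1.04 within single index and -0.64 within dual index libraries, while squamous-like cells rose by 1.70 and 2.57. With TMM scaling, which raised changes in tumor cells, the fall there would be smaller. Depth was not tested for these genes, and neither was a biological explanation.

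Il17a, which the paper does not report for these libraries, had 108 counts in the 158 T cell-like cells of day 6 (319 CPM, interval 261 to 385). The other libraries held 0 counts in 4, 17 and 1 T cell-like cells (exact interval of the share of cells up to 60.2%, 19.5% and 97.5%). The day 6 counts lay in 11 cells, up to 36 in 1 cell, so that the interval over counts understates the spread between cells. By cells, 0 of the 17 in day 1 replicate 2 is not told from day 6 (6.96%, Fisher p 0.604). Free RNA from outside the T cells is argued against, since the other day 6 cells held 7 counts (0.445 CPM). The gene was singled out after its values were seen, and the signal is in 1 library. A change of T cells with treatment day and differences between animals stay open as untested.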

How the results depend on the processing

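The alternatives with 6% of cells with the highest Scrublet scores removed, without goblet-like and Paneth-like clusters, without the cluster close to the free RNA, with columnar markers at 1.5 or 2 times the background, within structures for the RL-score and T cells, and with the mean over receptors for the RL-score were chosen after seeing the data. The others were set earlier, and all were run. Only the day 1 libraries carry replicate numbers, so no block on these was fitted, and the block on library structure sets each early library beside the late library of its structure. Where 1 library is left out, the lone library of its group is assumed to vary like the other group.

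The difference in squamous share kept its direction in 21 of 21 alternatives (11.5 to 23.3 points, and 11.9 to 23.3 with 1 library left out). The exact test cannot pass 0.05 in any of them. With columnar markers at 1.5 times the background the shares were 9.09, 11.6, 30.3 and 33.5%, and at 2 times the pooled background 12.3, 15.0, 22.5 and 33.8%. The stemness scores kept their direction in 10 of 10 alternatives in tumor cells (-0.640 to -0.241) and 10 of 10 in squamous-like cells (-0.279 to -0.126). Of these, library structure as a block repeats the main value by construction, and the changes within structures are parts of it. Unthinned scores were not counted within structures. In squamous-like cells they fell from 0.633 to 0.297 within single index and rose from 0.509 to 0.593 within dual index libraries.

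The count of called genes depended on the setting. It was 0 as reported in tumor, squamous-like and CAF-like cells, 431, 78 and 0 with library structure as a block, 969, 99 and 39 with no filter on low counts, 548, 22 and 12 with DESeq2, and 33, 0 and 0 with day as a covariate. With 1 library left out it was 15 to 1354, 0 to 35 and 0 to 118, the highest without day 3 in tumor and CAF-like cells and without day 1 replicate 1 in squamous-like cells. The cause was not tested.

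The camera calls in tumor cells kept their direction in all alternatives run. Under fry and with the correlation estimated, where the mean changes stay at -1.41 (stem and WNT), 1.52 (differentiation), 3.55 (class II), 1.96 (class I), 0.68 (S phase) and 1.17 (G2M), they no longer passed 0.05, apart from the G2M genes under fry. The adjusted p was 0.365 with fry and 0.318 estimated for stem and WNT, 0.365 and 0.318 for differentiation, 0.428 and 0.318 for class II, 0.365 and 0.318 for class I, 0.127 and 0.318 for S phase, 0.00395 and 0.0819 for G2M and 0.449 and 0.318 for interferon-induced genes. Without TMM scaling the changes were -1.76, 1.13, 3.14, 1.57, 0.30 and 0.79 in this order in tumor cells, and -0.21 (S phase), 0.0825 (G2M) and 1.46 (interferon-induced) in squamous-like cells, where leaving out the scaling moves the median gene by -0.38 in tumor and -0.14 in squamous-like cells. The interferon-induced genes in squamous-like cells (1.57) no longer passed either, and changed by 0.0641 to 2.97 with 1 library left out, the lowest without day 6, where the call was lost. These tests allow for correlation between genes in another way, and which is nearer to these data was not tested. With 1 library left out the ranges were -2.57 to -0.82 for stem and WNT, 0.54 to 1.93 for differentiation, 1.05 to 4.35 for class II, 0.83 to 2.51 for class I, 0.57 to 0.79 for S phase and 1.03 to 1.22 for G2M genes in tumor cells.

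In squamous-like cells the S phase change was -0.41 to 0.0605 with 1 library left out, reversed without day 1 replicate 1 and called lower without day 1 replicate 2. The G2M change was -0.24 to 0.87, reversed and called lower without day 1 replicate 2, called higher without day 1 replicate 1, and 0.28 and called higher with library structure as a block. Trp63 changed by -1.32 to 0.27, higher in late treatment without day 1 replicate 1 (0.15) or day 3, and by 0.0403 per day with day as a covariate. The RL-score rose by 0.258 within dual index libraries (0.312 with the mean over receptors) against a fall of the pooled score, and the other 10 alternatives kept the direction. Cytotoxic genes changed by -952 to 238 CPM with 1 library left out, reversed without day 1 replicate 2 and without day 3 (20.8). The cause was not tested.

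The neighbour ratios moved to 0.148, 0.204 and 0.572 with 50 neighbours and to 0.203, 0.209 and 0.359 with 10 principal components, in columnar, squamous-like and the median of other types. The mesenchymal share of the stroma library moved to 42.4% at resolution 0.5 and stayed within its interval in 5 other alternatives. Of 252 stroma gene values, 12 left their interval. The cause was not tested. For Lgr5, Krt20, Cd74 and H2-Aa, 3 of 13 alternatives each called the change in the same direction, for Axin2 2, and Krt8, Sox2, Ifi27 and Ifitm3 kept their direction uncalled.

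Depth limits the CAF-like sums (14 to 54 cells per library), in which 3238 genes were tested against 13618 in tumor cells, and the T cell-like cells of day 3 (1 cell). It also limits day 6 epithelial cells under 1000 UMIs, which the thinned scores leave out.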

Differences from the paper's values

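By eye from Fig. 5H, the paper's stemness of squamous cells on day 6 was about 0.7 (Fig. 5H, read by eye), and here the median was 0.398. The paper scored cells with CytoTRACE, and the score here leaves out its smoothing step. Of the alternatives set before the data were examined, scoring cells that were not thinned gave 0.593, which does not differ from the paper's value by the criteria used. Thinning to 2000 UMIs (0.376), genes detected per thinned cell (0.331) and leaving out day 1 replicate 1 (0.418), day 1 replicate 2 (0.395) or day 3 (0.366) gave values that do. For day 1 and day 3 the paper's values were about 0.67 and about 0.35 (Fig. 5H, read by eye). Here they were 0.589 and 0.315, within the limit, so that as reported the difference rests on day 6. With 1 library left out, day 3 also differed without day 1 replicate 2 (0.722) and without day 6 (0.179).

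The paper's share of squamous cells for the lower day 1 library was 6% and here 8.85%, just under the 1.5-fold limit at which values were taken to differ. It exceeded that limit at resolution 0.5 (9.03%) and 2 (9.08%), with variable genes without the naming markers (9.33%), without doublets called by Scrublet (9.41%), with at least 1000 genes (10.5%), with up to 25% mitochondrial counts (9.36%), with each library clustered on its own (13.1%) and with cells called one by one (12.7%), and with columnar markers at 1.5 times the background (9.09%) or 2 times the pooled background (12.3%), which were chosen after seeing the data. It did not with all variable genes, at least 300 genes, up to 10% mitochondrial counts or the 6% of cells with the highest Scrublet scores removed, the last chosen after seeing the data. For day 6 the paper gives 27% and here the share was 33.5%, within the limit in all settings but cells called one by one (42.7%).

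The paper states that the stem potential of squamous cells increased. By eye its day 3 value also lies below its day 1 value. Here, with day 3 and day 6 as 1 group, the difference late minus early was -0.233, and it was below 0 in every alternative run (-0.279 to -0.126). Without thinning, day 6 (0.593) lay above day 1 replicate 2 (0.509) and below day 1 replicate 1 (0.633). The paper states that proliferation genes increased in squamous cells. Here S phase genes changed by -0.0641 and G2M genes by 0.24 without a call. The G2M genes were called higher with library structure as a block (0.28, camera adjusted p 0.0283, from 1.5e-06 to 0.729 over the alternatives) and without day 1 replicate 1 (0.87), and the S phase genes were higher, without a call, without day 1 replicate 1 (0.0605).

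The paper states that Trp63 increased with the expansion of squamous cells. In squamous-like cells it changed by -0.32. It was higher without day 1 replicate 1 (0.15), without day 3 (0.27), with day as a covariate (0.0403 per day) and within dual index libraries (0.73), and over all epithelial cells it stood at 50.1, 20.6, 34.0 and 148 CPM. The paper states that Ifi27 and Ifitm3 rose in squamous cells on day 3 and day 6. From day 1 replicate 1 to day 3 they changed by 0.14 and 0.12 with TMM scaling and by -0.11 and -0.13 without it. The paper states that the genes of Fig. 5F decreased in tumor cells. Of 10 tested, 5 were lower and 5 higher. Without TMM scaling, 6 were higher in day 3 than in day 1 replicate 1. In day 6, 1 was higher than in day 1 replicate 2. Of the wider list of 21 stem and WNT genes 16 were lower. The paper proposes that the ligand and receptor signatures fell over time. The score was lower in day 3 (0.876) than in day 1 replicate 1 (2.08), and higher in day 6 (1.82) than in day 1 replicate 2 (1.56). Of 23 ligands of Fig. 5K, 18 were lower in late treatment. Without TMM scaling, 23 were lower in day 3 than in day 1 replicate 1. In day 6, 12 were lower than in day 1 replicate 2.

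The paper counts 465 fibroblasts among 1108 cells of the normal stroma library. Here 367 of 1095 cells were named mesenchymal, and 464 at resolution 0.5, with 97 cells left unnamed in the former, and both lie within the 1.5-fold limit. The paper states that pericytes had much lower Acta2 than fibroblasts, without saying if fibroblasts of normal colon or of untreated tumors are meant, and the latter were not analysed here. In normal colon Acta2 stood at 5878 CPM in pericyte-like cells, 189 in fibroblast-like, 2246 in telocyte-like and 20715.5 in myofibroblast-like cells, and at 2920.4 in pericyte-like cells with the 6% of cells with the highest Scrublet scores removed, an alternative chosen after seeing the values. The paper states that none of 8 CAF2 genes was expressed in normal colonic fibroblasts. Here Mmp3 had 11 counts in fibroblast-like and 5 in telocyte-like cells (17.8 and 18.9 CPM against 0.963 in columnar cells), Mmp10 0 and 5 counts, Mmp13 0 and 1, Il11 5 and 0, and Cxcl5 6 and 1, where a count of 0 allows up to 5.96 CPM in fibroblast-like and 14.0 in telocyte-like cells. Timp3 stood at 43.6 CPM in fibroblast-like and 22.7 in telocyte-like cells against 24.1 in columnar cells. Cxcl1 stood at 360.2 CPM in fibroblast-like and 318 in telocyte-like cells against 21.8 in columnar cells, and Il1rl1 had 18 counts in telocyte-like cells (68.2 CPM). No alternative run brought Cxcl1 in fibroblast-like cells to the level of columnar cells (lowest 314, at resolution 2).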

Other observations

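The tests of library structure and free keratin RNA for the squamous share and of depth for the class II genes were chosen only after the results were seen, and the limits by which the values below were read were set after they were seen.

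The class II genes rose in tumor cells of day 6. RNA from macrophages in the droplets is argued against, since C1qa, C1qb, C1qc, Lyz2 and Tyrobp stood at a median of 0.477% of their macrophage-like level in day 6 tumor cells, while Cd74, H2-Aa, H2-Ab1 and H2-Eb1 stood at 9.86 to 17.6%. RNA from B cells is argued against in the same way, with Cd79a, Cd79b and Ms4a1 at a median of 0.270% and the class II genes at 20.4 to 27.3% of the B cell-like level. The reference is 80 cells named B cell-like when day 6 was clustered on its own. In the joint clustering no cluster carried that name, and 77 of these cells were plasma-like, 2 squamous-like and 1 macrophage-like. For doublets as the whole cause, the share of day 6 tumor cells thinned to 1000 UMIs with a Cd74 UMI was looked at, and was 60.1%. That share lay above that of squamous-like cells (20.3%), but not beyond the interval of the 23 neutrophil-like cells (47.8%, 26.8 to 69.4). This part of the comparison did not come out as the test asked. Since free RNA can also give a cell a Cd74 UMI, the share cannot decide on doublets, which stay open.

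For free RNA of class II genes from other cells, the first comparison was mixed: in day 6 the 4 class II genes stood at 19.6 to 39.2% of their tumor cell level in squamous-like and 53.7 to 76.4% in neutrophil-like cells, where the columnar markers Lgals4, Krt18, Krt19 and Cldn7 stood at 42.3 to 80.8% in neutrophil-like cells. A test by depth was chosen after this. From the 354 day 6 tumor cells with fewest UMIs to the same number with most, class II UMIs per cell rose by a median factor of 16.6, as did Lgals4 (17.0) and total UMIs (17.3), while Krt5 (3.71), Krt14 (3.26) and S100a9 (2), which free RNA brings, rose less. Free RNA as the whole source is argued against by this. Expression of class II genes by tumor cells is a candidate explanation, as a hypothesis found and tested on the same data of 1 library, in which treatment day and differences between animals are confounded.

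The squamous share rose in both late libraries, and so did free Krt5 and Krt14 RNA in non-epithelial cells (2.20, 2.36, 18.6 and 10.8% of the squamous-like level in day 1 replicate 1, day 1 replicate 2, day 3 and day 6). Library structure is argued against, since the smaller rise within a structure was 13.2 points. Free keratin RNA as the source of all cells named squamous is argued against. Trp63, which took no part in the naming, was 12.9-fold higher in squamous-like than in columnar cells of day 3 and 34.2-fold in day 6. This fold does not exclude a mixture with misnamed columnar cells. In squamous-like cells Trp63 stood at 502, 261, 132 and 422 CPM in this order of libraries. Over all epithelial cells it stood at 50.1, 20.6, 34.0 and 148, so for day 3 such a mixture stays open. An effect of treatment day may underlie the rise, as a hypothesis, and differences between animals were not tested, with 1 library per late day.

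Paneth-like cells were 37.2, 5.40, 6.76 and 0.0913% of epithelial cells in day 1 replicate 1, day 1 replicate 2, day 3 and day 6. For day 1 replicate 1, free RNA with Paneth cell transcripts cannot be told apart from more Paneth-like cells, since the markers were 2.73-fold higher in Paneth-like than in the other epithelial cells at the median, against 33.3-fold in day 1 replicate 2 and 5.33-fold in day 3. No biological explanation was tested, as both day 1 libraries share their condition.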
